# Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (*Austropuccinia psidii*)

**DOI:** 10.1016/j.dib.2018.12.080

**Published:** 2019-01-03

**Authors:** Julia Soewarto, Chantal Hamelin, Stéphanie Bocs, Pierre Mournet, Hélène Vignes, Angélique Berger, Alix Armero, Guillaume Martin, Alexis Dereeper, Gautier Sarah, Fabian Carriconde, Laurent Maggia

## Abstract

The myrtle rust disease, caused by the fungus *Austropuccinia psidii*, infects a wide range of host species within the Myrtaceae family worldwide. Since its first report in 2013 in New Caledonia, it was found on various types of native environments where Myrtaceae are the dominant or codominant species, as well as in several commercial nurseries. It is now considered as a significant threat to ecosystems biodiversity and Myrtaceae-related economy. The use of predictive molecular markers for resistance against myrtle rust is currently the most cost-effective and ecological approach to control the disease. Such an approach for neo Caledonian endemic Myrtaceae species was not possible because of the lack of genomic resources. The recent advancement in new generation sequencing technologies accompanied with relevant bioinformatics tools now provide new research opportunity for work in non-model organism at the transcriptomic level.

The present study focuses on transcriptome analysis on three Myrtaceae species endemic to New Caledonia (*Arillastrum gummiferum*, S*yzygium longifolium* and T*ristaniopsis glauca*) that display contrasting responses to the pathogen (non-infected vs infected). Differential gene expression (DGE) and variant calling analysis were conducted on each species. We combined a dual approach by using 1) the annotated reference genome of a related Myrtaceae species (*Eucalyptus grandis*) and 2) a de novo transcriptomes of each species.

**Specifications table**

**Table:** 

Subject area	Genetics and Transcriptomics
More specific subject area	Transcriptomics of Myrtaceae species
Type of data	Table, figure
How data was acquired	Leaves of individual plant from three endemic Myrtaceae species from New Caledonia were sampled for total RNA extraction. Paired-end library were prepared and RNA-Sequencing was performed by the Illumina HiSeq™ 2500 system. The obtained data was subjected to 1) *de novo* transcriptome assembly, 2) alignment to a reference genome and de novo transcriptome assembly, 3) differential gene expression and 4) variant calling analysis.
Data format	*Raw data FASTQ file, , analyzed*
Experimental factors	Non-infected and infected individuals from *Arillastrum gummiferum, Syzygium longifolium, Tristaniopsis glauca* exposed to myrtle rust *(Austropuccinia psidii).*
Experimental features	For the RNA-Sequencing and transcriptome analysis, a total of 24 leaves samples from three host species have been collected: three infected and three non-infected individuals from *A. gummiferum*, two infected and five non-infected individuals from *S. longifolium*, four infected and one non-infected individuals from *T. glauca* from the nursery, four infected and two non-infected individuals from *T. glauca* from a natural population in a protected reserve.
Data source location	The nursery was located in Farino, South Province, New Caledonia (Long 165.772024:, Lat: -21.663800). The protected reserve was located in Bois du Sud, South Province, New Caledonia (Long 166.758640:, Lat: -22.169974)
Data accessibility	All raw data for *Arillastrum gummiferum*, *Syzygium longifolium* and *Tristaniopsis glauca* and the processed data (*de novo* transcriptome assemblies, transcriptome annotations and differential gene expression files) obtained in this study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with the Superseries accession number GSE106750 and the subseries accession numbers GSE106735, GSE106736, GSE106738, GSE106740, GSE106741, GSE106746, GSE106747 and GSE106749.
	The Superseries is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106750
	The VCF files can be downloaded at http://myrtaceae-omics.southgreen.fr/node/8 provided you are logged and have accepted the Terms of Use of these data.
Related research article	Soewarto J, Carriconde F, Hugot N, Bocs S, Hamelin C, Maggia L. Impact of *Austropuccinia psidii* in New Caledonia, a biodiversity hotspot. Forest
	Pathology. 2018;48 (2). doi:10.1111/efp.12402.

**Value of the data**

• These are the first *de novo* transcriptomes of *Arillastrum gummiferum*, *Syzygium longifolium* and *Tristaniopsis glauca.*
• The obtained transcriptomes data will be useful for further studies of the evolution of Myrtaceae or comparative genomics.
• The data (*de novo* transcriptomes, reads assemblies, differential gene expression, SNP calling, etc…) will provide new valuable genetic resources for investigations of myrtle rust interactions and resistance-related pathways within Myrtaceae plant family.

## 1 Data

The transcriptomes were extracted from leaf samples of individuals of *Myrtaceae* species endemic to New Caledonia (*Arillastrum gummiferum*, *Syzygium longifolium* and *Tristaniopsis glauca*) naturally infected by the fungal pathogen *Austropuccinia psidii* (myrtle rust) and displaying contrasting responses to the infection. Due to facilities restrictions regarding the artificial inoculation of the pathogen in New Caledonia, the natural infection method has been chosen to rapidly screen the infection status of these species. A previous study based on natural myrtle rust infection concluded that *A. gummiferum*, *S. longifolium* and *T. glauca* were all susceptible to the disease and displayed variations in the disease incidence and severity [1].

A total of 24 leaves samples from the three species have been collected for the RNA-Sequencing on: three infected and three non-infected individuals from *A. gummiferum*, two infected and five non-infected individuals from *S. longifolium*, four infected and one non-infected individuals from *T. glauca* from a commercial nursery located in Farino (FAR), four infected and two non-infected individuals from *T. glauca* from the protected reserve of Bois du Sud (BDS). After sequencing, 48 RNA-Seq fastq files (paired end Illumina HiSeq) have been generated.

A total of four *de novo* transcriptomes have been implemented in this study. The individual displaying the most reads at sequencing was chosen as a representing of each species (*A. gummiferum*, *S. longifolium*, *T. glauca*) and location (FAR, BDS).

Height differential gene expression analysis (DGEA) were conducted: four by using each species’s reads mapped on the annotated reference genome of *Eucalyptus grandis* and four by using the reads mapped on each species corresponding *de novo* transcriptome assembly.

Sixteen variant calling analysis where conducted for the four group of species using two types of reference sequences for the mapping (*E. grandis* genome and *de novo* transcriptome assemblies) and two types of variant calling methods (in-house SNP calling and GATK methods).

## 2 Experimental design, materials and methods

### 2.1 Plant material

Individuals from the three following species *Arillastrum gummiferum*, *Syzygium longifolium* and *Tristaniopsis glauca*, were sampled from a commercial nursery located in Farino, New Caledonia. The infection status of each individuals has been monitored at least one month before the sampling to ensure that the natural infection by myrtle rust was effective. Leaf samples from individual plants of *T. glauca* have also been sampled from a natural population occurring in the protected reserve of Bois Du Sud, New Caledonia. To distinguish the individual plants from the two locations, the natural population from Bois Du Sud will be referred as *T. glauca* BDS and the plants originated from the nursery will be referred as *T. glauca* FAR. Thus, this study counts four group of species and population as followed: *A. gummiferum*, *S. longifolium*, *T. glauca* FAR and *T. glauca* BDS.

When *A. psidii* successfully infects a host, disease symptoms can appear within 12 days and are visually characterized by the formation of pustules covered by yellow and powdery urediniospores [2]. The disease can infect various plants parts including actively growing leaves, shoots, fruits, flowers and buds [2], [3]. Although natural infection was showed to be effective to infect at least once every host plants standing in the nursery during the previous monitoring [1], it does not constitute a reliable way to conclude on the resistant status of the individual plants that did not display any sign of symptoms. Thus, the present study will consider that all the individuals that showed signs of myrtle rust symptoms at the sampling time or during a previous monitoring will be classed as infected; and all the individuals that never showed sign of myrtle rust symptoms will be classed as non-infected.

All the samples have been harvested at the same time, in April the 28th, 2015 for the plants in the nursery and in May the 1st, 2015 for the plants in the protected reserve of Bois Du Sud. Each time the most recent leaves were always chosen for harvesting (Fig. 1). All samples were frozen at the time of collection and then stored at −80 °C until total RNA was extracted. The sampling details are provided in Table 1.

**Fig. 1:**
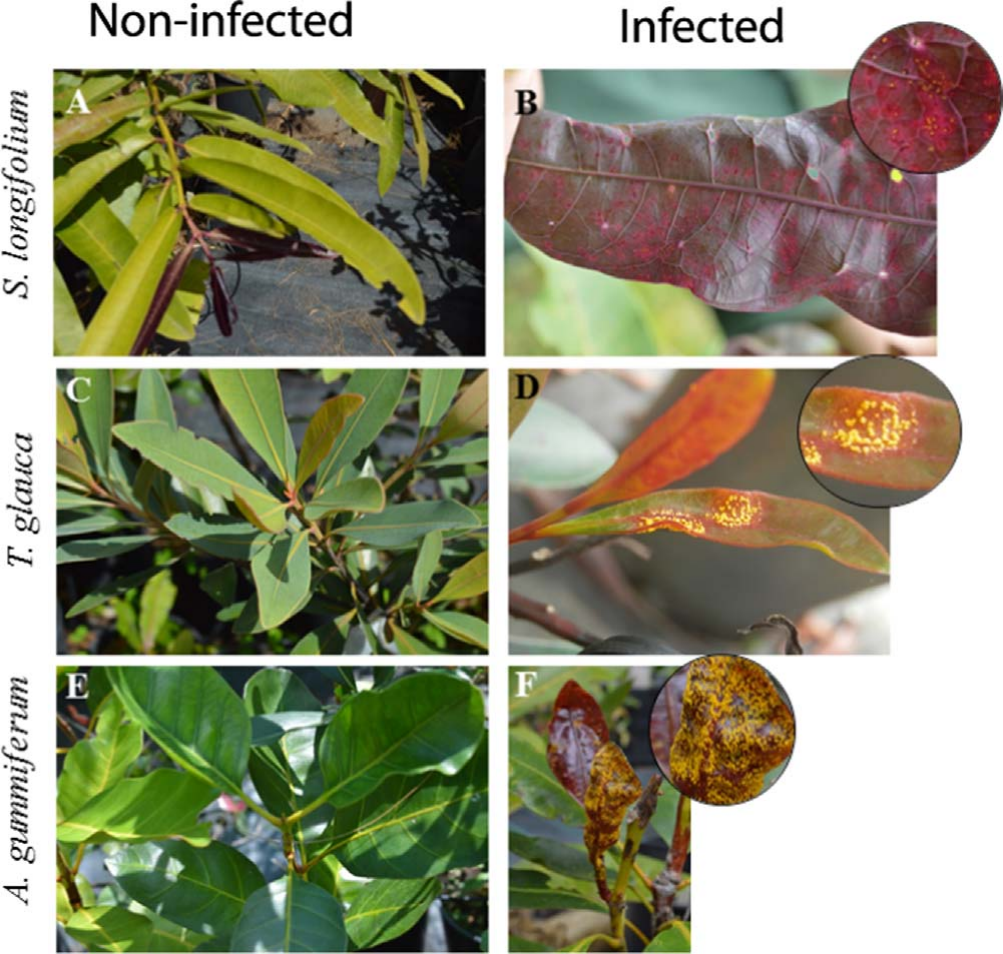
Illustration of the three Myrtaceae species in this study. For each species: Left pictures show non-infected individual and right ones show myrtle rust symptoms on infected individual.

**Table 1:** Detailed sampling of three Myrtaceae species for RNA-seq analysis.

**Sample name**	**ID sampling**	**Biological material**	**Organism**	**Sampling site**	**Phenotype toward myrtle rust infection**
Sample 1	Ag19	leaf	*Arillastrum gummiferum*	nursery	infected
Sample 2	Ag28	leaf	*Arillastrum gummiferum*	nursery	infected
Sample 3	Ag2	leaf	*Arillastrum gummiferum*	nursery	non-infected
Sample 4	Ag3	leaf	*Arillastrum gummiferum*	nursery	non-infected
Sample 5	Ag4	leaf	*Arillastrum gummiferum*	nursery	non-infected
Sample 6	Ag6	leaf	*Arillastrum gummiferum*	nursery	infected
Sample 7	Syl10	leaf	*Syzygium longifolium*	nursery	non-infected
Sample 8	Syl13	leaf	*Syzygium longifolium*	nursery	infected
Sample 9	Syl15	leaf	*Syzygium longifolium*	nursery	infected
Sample 10	Syl18	leaf	*Syzygium longifolium*	nursery	non-infected
Sample 11	Syl2	leaf	*Syzygium longifolium*	nursery	non-infected
Sample 12	Syl4	leaf	*Syzygium longifolium*	nursery	non-infected
Sample 13	Syl7	leaf	*Syzygium longifolium*	nursery	non-infected
Sample 14	Tg2	leaf	*Tristaniopsis glauca*	nursery	infected
Sample 15	Tg3	leaf	*Tristaniopsis glauca*	nursery	non-infected
Sample 16	Tg4	leaf	*Tristaniopsis glauca*	nursery	infected
Sample 17	Tg5	leaf	*Tristaniopsis glauca*	nursery	infected
Sample 18	Tg6	leaf	*Tristaniopsis glauca*	nursery	infected
Sample 19	V1	leaf	*Tristaniopsis glauca*	natural field	infected
Sample 20	V2	leaf	*Tristaniopsis glauca*	natural field	infected
Sample 21	V3	leaf	*Tristaniopsis glauca*	natural field	non-infected
Sample 22	V4	leaf	*Tristaniopsis glauca*	natural field	non-infected
Sample 23	V6	leaf	*Tristaniopsis glauca*	natural field	infected
Sample 24	V7	leaf	Tristaniopsis glauca	natural field	infected

### 2.2 Total RNA extraction

Total RNA was extracted using 3–10 g of fresh material from the cetyltrimethylammonium bromide-based protocol (CTAB) [4]. Briefly, 3–10 g of frozen leaves from each individual was ground in liquid nitrogen using a mortar and pestle. Then 3–10 mL of pre-heated extraction buffer (2% CTAB, 2% polyvinylpyrrolidone, PVP-40 (2% w/v), 2% β-mercaptoethanol, 100 mM Tris–HCl, 25 mM EDTA and 2 M NaCl) was added to the ground samples, and incubated at 65 °C for 30 min. An equal volume of mixture of chloroform:isoamyl alcohol (24:1) was added and mixed immediately for 2 min using a vortex mixer. The samples were then centrifuged at 10,000*g* for 10 min. The upper aqueous phase was transferred to new tubes and 1/3 volume of 10 M LiCl was added. The samples were mixed and stored at 4 °C overnight. The samples are then centrifuged at 18,000*g* for 20 min. The supernatant was removed and the pellet is washed with 75% ethanol and air-dried. The pellet was suspended in 30 μl of RNase-free water and 70 μl of SSTE buffer (1M NaCl, SDS (0.5% w/v), 10 mM Tris–HCl, 1 mM EDTA). An equal volume of acid:phenol:chloroform:isoamyl alcohol (25:24:1) is added to each sample, and vortexed. The samples were then centrifuged at 12,000 g for 10 min and the upper aqueous phase was transferred to new tubes with 2 volumes of cooled ethanol 100% and 1/10 volumes of NaAc (pH5.2). The samples are then mixed and incubated at −20 °C for 2 h. The samples were centrifuged at 18,000*g* for 20 min. The supernatant was removed and the pellet was washed three times with 75% ethanol before being air-dried. Finally, the pellet is resuspended in 30 μl of RNase-free water. The RNA extraction is followed by removal of DNA with the TURBO DNA-*free*^™^ kit (Ambion) according to the manufacturer’s instructions. RNA quantity and quality control was performed using a 2100 Bioanalyzer (Agilent Technologies).

### 2.3 cDNA library preparation and sequencing

Paired-end Illumina mRNA libraries were generated using the TruSeq RNA-Seq Sample Prep kit according to the manufacturer’s protocol (Illumina Inc., San Diego, CA, USA). Briefly, Poly-A containing mRNA molecules were isolated using poly-T oligo-attached magnetic beads. The purified mRNA was then chemically fragmented. Reverse transcription of first- and second-strand of cDNA are performed and were followed by end repair. Single ‘A’ nucleotide is added to the 3′ ends of each fragment before ligation of adapters. The purified cDNA templates were enriched by PCR to form libraries of 300 pb. Each indexed cDNA library was verified and quantified using a 2100 Bioanalyzer (Agilent Technologies). The final libraries were then quantified by qPCR with the KAPA Library Quantification Kit for Illumina Sequencing Platforms (Kapa Biosystems Ltd, SA) and normalized to 20 nM before being pooled. The quality of our samples was suitable for the Illumina HISAT 2500 requirement sequencing (RIN between 6.9 and 8.4). Details of RNA samples were supplied in Supplementary table 1. Sequencing was then conducted on a single lane of a flow cell on Illumina HiSeq^™^ 2500 (Genotoul platform, INRA) as paired-ends reads of length 150 bp.

### 2.4 RNA-seq data processing

RNA-seq data cleaning processing was followed according the ARCAD (Agropolis Resource Center for Crop Conservation, Adaptation and Diversity) workflow analysis (http://arcad-bioinformatics.southgreen.fr/) in command line as described in Fig. 2. Scripts are available on the SouthGreen GitHub repository (https://github.com/SouthGreenPlatform/arcad-hts).

**Fig. 2:**
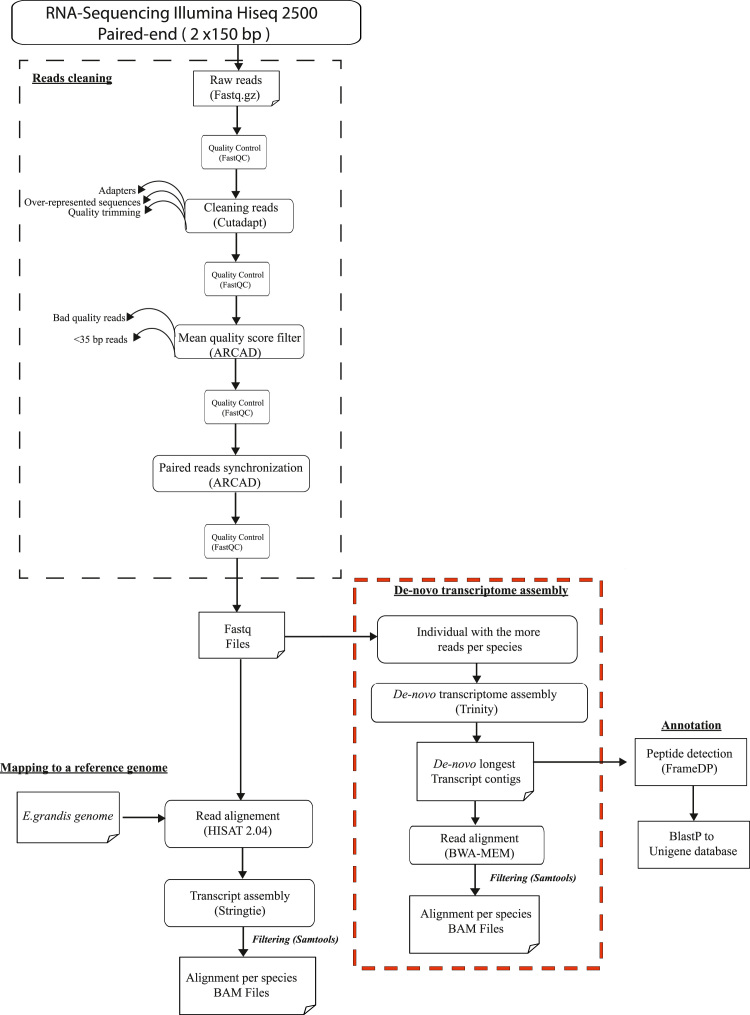
Bioinformatics pipeline showing the different steps involved in RNA-seq analysis until alignment to the two kind of reference.

#### 2.4.1 Raw reads cleaning

RNA-sequencing for the three species, produced a total of 668,165,595 raw reads. The quality of paired-end raw reads in fastq format was assessed using FastQC sofware (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) with the script arcad_hts_0_fastqc_in_chains.pl. Raw reads were then processed with Cutadapt [5] using the script arcad_hts_1_cutadapt_in_chain.pl and the TruSeq index sequences corresponding to the samples. We also used Cutadapt to improve mean reads quality by trimming the start and the end of each reads. We then filtered the reads on the basis of their mean quality score, keeping those with a mean quality higher than 30 using arcad_hts_2_Filter_Fastq_On_Mean_Quality.pl. Reads with length inferior to 35 bp were discarded. Thereafter, single reads (i.e. those for which the mate pair was discarded in the previous steps) were separated from paired-reads using arcad_hts_3_synchronized_paired_fastq_end.pl. Each processing steps for reads cleaning were followed by a FastQC quality control of reads (arcad_hts_0_fastqc_in_chains.pl). Each pre-processing cleaning steps is illustrated in Fig. 2. After the cleaning stage, we kept 96% of the initial reads (644,707,222 reads). An example of the efficiency of quality control on our data is shown in Fig. 3. A summary of the RNA-seq raw and clean data is presented in Table 2 and detailed in Supplementary table 2.

**Fig. 3:**
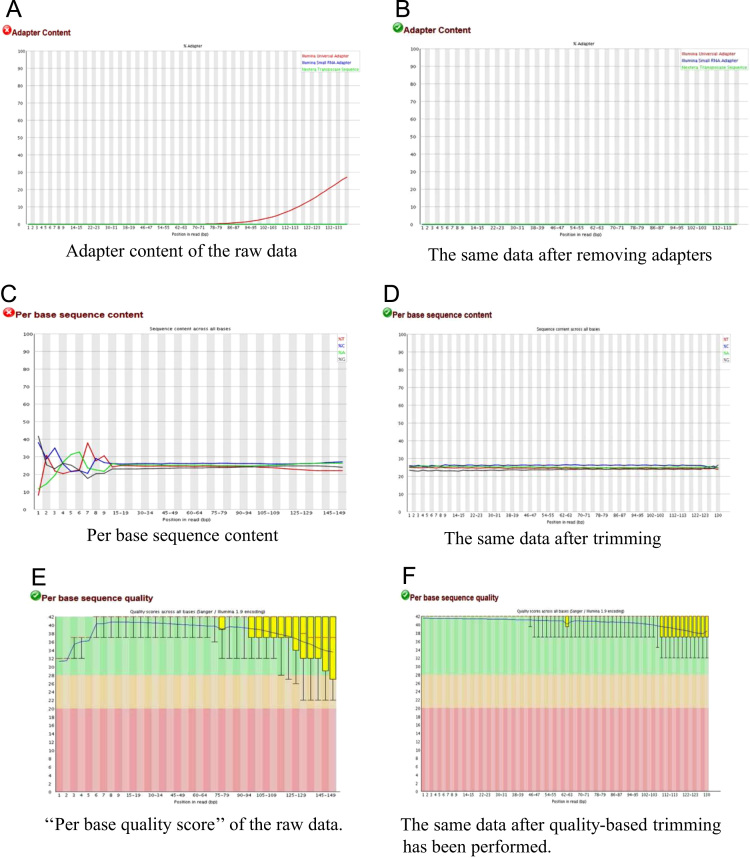
Quality control statistics generated by FastQC for individual Syl18 (*S. longifolium*) at different stages of the data cleaning process.

**Table 2:** Number of raw and cleaned reads from the three species.

	*A. gummiferum*	*S. longifolium*	*T. glauca*-FAR	*T. glauca*-BDS
Number of libraries/individuals	6	7	5	6
Length of raw reads (bp)	150	150	150	150
Total number of raw reads	176,074,893	200,293,564	137,602,172	154,194,966
Total number of clean reads	169,892,296	193,481,676	132,410,558	148,922,692
Length of clean reads (bp)	130	130	130	130

#### 2.4.2 Reference-guided method

##### 2.4.2.1 Aligning to a reference genome from a related species

The reference genome assembly and annotation of *E. grandis* were downloaded from NCBI RefSeq portal (https://www.ncbi.nlm.nih.gov/assembly/GCF_000612305.1/). FASTQ files containing cleaned reads for each individual were mapped to reference genome *Eucalyptus grandis* (EUCGR) using HISAT 2.04 (hierarchical indexing for spliced alignment of transcripts) [6]. The aligned data were passed to StringTie [7] for transcript assembly. A reference genome annotation file in GFF3 format (intron/exon positions) was provided to guide the transcripts assembly. The resulting binary files (.bam) were then filtered on quality using SAMtools view (with parameters -q 0 -F 4) to remove unmapped and multimapped reads [8]. Finally, the reads were sorted using SAMtools sort. Mapping statistics were verified using SAMtools flagstat [8] (Table 3). We obtained mapping rates of approximately 68% for *A. gummiferum*, *S. longigolium*, *T. glauca*- FAR and *T. glauca*-BDS. And around 5% of the total reads mapped correspond to singletons (Table 4).

**Table 3:** Alignment statistics indicative of reads aligned to the assembled transcriptome using SamTools flagstat.

Species	Sample name	***E. grandis*****ref. genome**			***De novo*****transcriptome**		
		Total reads mapped	Properly paired (%)^a^	Singletons mapped (%)^b^	Total reads mapped	Properly paired (%)^a^	Singletons mapped (%)^b^
*A. gummiferum*	Ag19	22,195,213	70	4.8	19,953,353	95	0.1
	Ag28	23,611,351	71	4.8	20,537,263	96	0.1
	Ag2	25,655,914	68	4.5	23,462,050	96	0.1
	Ag3	27,318,150	68	4.6	24,139,896	96	0.1
	Ag4	18,576,164	69	4.5	17,399,264	97	0.1
	Ag6	21,277,541	74	4.2	17,259,913	96	0.1
*S. longifolium*	Syl10	26,685,822	68	6.1	25,218,899	96	0.1
	Syl13	16,676,981	65	5.0	16,426,865	97	0.1
	Syl15	17,382,267	63	5.2	15,522,277	97	0.1
	Syl18	19,263,137	69	5.4	18,980,838	96	0.1
	Syl2	23,370,932	67	5.3	22,382,429	96	0.1
	Syl4	23,806,097	66	5.7	21,148,273	95	0.1
	Syl7	19,456,046	66	5.1	19,209,000	97	0.1
*T. glauca-*FAR	Tg2	18,287,633	71	5.5	16,225,569	96	0.2
	Tg3	20,985,018	70	5.5	19,345,206	97	0.2
	Tg4	19,284,476	70	6.9	19,094,992	95	0.3
	Tg5	19,370,817	65	4.2	17,549,513	97	0.1
*T. glauca-*BDS	Tg6	17,264,359	67	4.9	16,126,662	96	0.1
	V1	12,259,586	58	3.6	12,446,883	99	0.0
	V2	20,957,190	70	4.6	18,089,903	98	0.1
	V3	18,561,244	66	4.1	17,126,183	98	0.1
	V4	17,177,833	66	5.1	17,252,577	96	0.1
	V6	22,656,615	66	4.9	20,231,181	97	0.0
	V7	19,387,135	70	5.7	17,984,129	97	0.1

a Number of proper pairs in proportion to the total reads mapped

b Number reads where one from a pair in proportion to the total mapped

**Table 4:** Overlapped and uniques SNPs called using two different calling methods (GATK and in-house script) from mapping using *E. grandis* reference genome.

**Species**	**Methods**	**filtered SNP counts**	**% unique SNP positions**	**% shared SNP positions between GATK and inhouse script methods**
*A. gummiferum*	GATK (Haplotype Caller)	142,294	66	34
	Inhouse script	73,765	34	66
*S. longifolium*	GATK (Haplotype Caller)	181,967	79	21
	Inhouse script	68,106	45	55
*T. glauca*-BDS	GATK (Haplotype Caller)	148,484	75	25
	Inhouse script	67,115	44	56
*T. glauca*-FAR	GATK (Haplotype Caller)	137,073	60	40
	Inhouse script	83,243	34	66

##### 2.4.2.2 Calling SNPs using *E. grandis* reference genome

Variant calling algorithms compare mapped reads to a reference genome and identify potential variants. The analysis pipeline we used is illustrated in Fig. 4. We followed the best practices recommended by the GATK (Genome Analysis Toolkit) pipeline [9]. Consistent with GATK’s recommendations, mapped reads against *E. grandis* reference genome have been submitted to cleaning process before SNP calling step. We used Picard tools to remove PCR duplicates (MarkDuplicates) and reorder reads to match the contigs according to the reference genome (ReorderSam). Then, we used the GATK tool SplitNCigarReads (with parameters -RMQF 255 -RMQT 60 -U ALLOW_N_CIGAR_READS), which splits reads into exon segment and hard-clip any sequences overhanging into the intronic regions. The reads were realigned around INDELS and base quality values were recalibrated using RealignerTargetCreator and IndelRealigner GATK tools. Once the reads were pre-processed with Picard and GATK tools, variant calling was undertaken by two programs: Haplotype Caller (GATK) and an in-house script (Martin et al., *in prep.*, Baurens et al., *in prep.*). Contrary to GATK, which uses statistics based on population genetics (which is not the case here), the in-house program only count the number of reads supporting each bases (A, T, G, C) at each covered sites for each accession. Based on this base count for each accession, a genotype was emitted based on a binomial test. We obtained between 3 and 5 million of SNPs with Haplotype Caller for each species, and the in-house script identified between 8 and 11 million of SNPs (Supplementary Table 3).

**Fig. 4:**
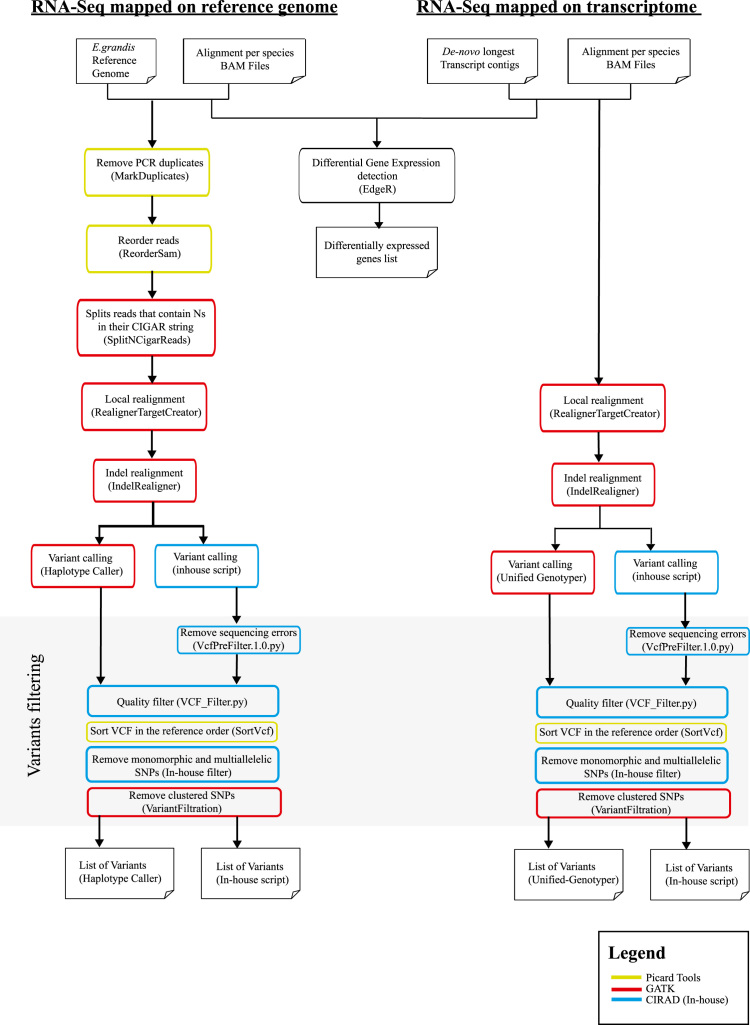
Analytic pipeline for differential gene expression (DGE) and Variant calling (SNP).

##### 2.4.2.3 Variant filtering mapping to *E. grandis* genome

Several filtering criteria were used to exclude the less reliable SNPs from all the raw called variants dataset (Fig. 4). Because in-house SNP calling method implied to detect any difference between the reads and the reference (including false positive SNP), the initial outputs were too large and must be pre-filtered in order to allow comparison with those resulting from GATK SNP calling method. Firstly we applied an in-house pre-filter script (VcfPreFilter.1.0.py) on SNPs resulting from the in-house SNP calling method in order to remove SNPs due to sequencing errors. This pre-filter included the following parameters: a minimum site coverage (5 reads), a maximal site coverage (1000 reads) per SNP, a minimum allele frequency (0.01) and a minimum allele coverage (2 reads per allele). Then for all datasets (from GATK and in-house SNP calling methods) we used an in-house VCF filter script (VCF_Filter.py) to keep only the more robust SNPs according to the following criteria: a minimum coverage (10), a maximal coverage (1000), a minimum frequency (0.05), a minimum allele coverage (3) to keep a genotype; and no missing data were allowed to keep a variant site. Another in-house script was then used to remove monomorphic and multiallelic variants. And finally, as recommended by GATK, we used the Variant Filtration program to remove clustered SNP: in a window size of 10 pb we considered that 3 SNPS constitute a cluster. The final SNP set comprised the identified SNPs that had passed all filters. We compared the overlap among SNP positions obtained for each calling methods using vcf-compare from VCF tools [10] (Table 4 ).

With *E. grandis* genome as reference for mapping, we found around 30% of shared SNPs positions using Haplotype Caller, and around 60% of shared SNPs positions using In-house script (Table 4).

### 2.5 *De novo* method

#### 2.5.1 *De novo* transcriptome assembly

We chose the individual with the highest read number after cleaning for each species for the *de novo* assembly as described by Sarah et al. [11]. *De novo* transcriptome assembly was carried out using Trinity software with 50 GB of memory (Inchworm, Chrysalis, and Butterfly modules) [12]. Briefly, overlapping k-mers are extracted from the cleaned paired-reads. Inchworm module assembled the reads into contigs. Next, Chrysalis module ranked Inchworm contigs into clusters and constructed complete de Bruijn graphs for each cluster. Finally, Butterfly module processed the individual graphs in parallel to reconstruct transcript sequences in a manner that reflects the original cDNA molecules. To avoid redundant transcripts, we kept the longest isoform for each “trinity gene”. Assembly statistics (N50, contig length, GC content, etc) were computed by TrinityStats.pl embedded in Trinity (Table 5; Supplementary table 2). Transcriptome assembly for *A. gummiferum* resulted in 117 839 putative transcripts with an average contig length of 501 bp and N_50_ of 1378 base pairs. Transcriptome assembly for *S. longifolium* yielded a total number of 89,782 putative transcripts with an average contig length of 530 bp in length and N_50_ of 1406 base pairs. Transcriptome assembly for *T. glauca-FAR* resulted in 108,823 putative transcripts, with an average contig length of 547 bp and N_50_ of 1396 base pairs. And finally, *de novo* transcriptome assembly for *T. glauca-BDS* resulted in 74,684 putative transcripts with an average contig length of 525 bp in length and N_50_ of 1315 base pairs. However, Trinity *de novo* assembly resulted in larger number of transcripts than expected number of genes, likely because of alternative splicing. To avoid redundant transcripts, we kept the longest isoform for each “gene” identified by TRINITY (unigene). Overall size of filtered *de novo* assembly yielded 57 Mb for *A. gummiferum*, 47 Mb for *S. longifolium*, 58 Mb for *T. glauca*-FAR and 39 Mb for *T. glauca*-BDS.

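The filtered S. longifolium assembly held 64716 unigenes that summed to 47054345 bp (47.1 Mb). Their length ran from 224 to 10771 bp, with a mean of 727.09 bp, a median of 402 bp and an N50 of 1219 bp. The 13906 unigenes of at least 1000 bp (21.5% of all unigenes) held 56.0% of the assembled bases and took 69.4% of the reads mapped in the 7 plants. Unigenes with a predicted coding region had a median length of 525 bp, and those without one had a median length of 303 bp.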

**Table 5:** Statistics of the *de novo* transcriptome assembly for each species using Trinity assembler.

	**Species**	***A. gummiferum***	***S. longifolium***	***T.glauca-*****FAR**	***T.glauca*****-BDS**
	**Individual reference**	**Ag3**	**Syl10**	**Tg4**	**V6**
**Counts of transcripts**	Total number of trinity genes (unigene)	84,919	64,716	76,982	53,527
	Total number of trinity transcripts	117,839	89,780	108,823	74,684
	Percent GC	45.86	46.37	44.45	46.21
**Stats based on all transcript contigs**	Contig N50	1,378	1,406	1,396	1,315
	Median contig length (bp)	501	530	547	525
	Average contig length (bp)	843.45	867.27	876.12	839.11
	Total assembled bases	99,391,026	77,863,296	95,341,718	62,667,790
**Stats based on only LONGEST ISOFORM per ׳GENE׳**	Contig N50	1021	1219	1263	1199
	Median contig length (bp)	386	402	421	415
	Average contig length (bp)	672.69	727.09	755.46	734.46
	Total number of assembled bases	57,124,398	47,054,345	58,156,816	39,313,402

#### 2.5.2 Aligning to the *de novo* transcriptomes

We used the Burrows-Wheeler alignment tool (BWA-MEM) to map the cleaned reads from the 24 samples to the corresponding *de novo* transcriptome assemblies of each species [13]. The read aligner, BWA-MEM, aligns each mate of a paired-end read at the same time and produces SAM/BAM files containing the alignments. Samtools view from the SAMtools 1.3 package (http://www.htslib.org/doc/samtools-1.1.html) was used to sort and index the BAM files by coordinate and remove multimapped reads (parameters -q 0 -F 4). 

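Reads of Syl10, the plant whose reads made the assembly, covered 64696 of the unigenes with at least 1 read. In each of the other 6 plants, reads covered between 57954 (89.6%) and 59146 (91.4%) of the unigenes. The most abundant unigene was SYL_g381990, annotated as the non-catalytic subunit AroGP2 of a polygalacturonase, a pectin-degrading enzyme, in Syl7, Syl10, Syl13 and Syl15, where it took 0.63%, 0.62%, 0.55% and 0.93% of the mapped reads. In Syl2 and Syl18 the most abundant unigene was SYL_g569130, annotated as a mitochondrial pentatricopeptide repeat protein, with 0.52% and 0.47% of the reads. In Syl4 it was SYL_g219100, a conserved hypothetical protein, with 0.81%. The 10 most abundant unigenes together took from 3.16% of the reads in Syl18 to 5.87% in Syl4.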

Alignment statistics for the mapping to *de novo* transcriptome assembles are displayed in Table 3.

#### 2.5.3 Calling SNPs using *de novo* transcriptome assemblies

The analysis pipeline we used is illustrated in Fig. 4. We processed the aligned reads to a cleaning process with the Galaxy [14] instance of the South Green platform http://galaxy.southgreen.fr/galaxy/. Based upon established GATK best practices, we used Realigner targer creator and IndelRealigner programs (LOD=5) to fix the misalignments due to the mapping process and perform a local realignment near the INDELS [15], [16]. Variant calling was launched both with Unified Genotyper (GATK), using a minimum phred-scaled confidence threshold of 30 [6], and an in-house scripts (Martin et al., *in prep.*, Baurens et al., *in prep.*). We obtained between 600 and 900 thousands of SNPs with Unified Genotyper for each species, and the in-house script identified between 9 and 12 millions of SNPs (Supplementary Table 4).

#### 2.5.4 Variant filtering from mapping to the *de novo* transcriptomes

We applied the same filtering process as explained earlier with the variant filtering from mapping to *E. grandis* genome. We compared the overlap among SNP positions obtained for each calling methods using vcf-compare from VCFtools [10] (Table 6). With *de novo* transcriptomes as reference for mapping, we found around 2/3 of the SNPs identified by Unified Genotyper (GATK) and in-house methods sharing identical positions on *A. gummiferum* and *S. longifolium* (Table 6). The proportion of identical SNPs positions is even bigger with *T. glauca-BDS* and *T.glauca-FAR*, up to 96% using the inhouse-script and 83% using Unified Genotyper (Table 6).

**Table 6:** Overlapped and uniques SNPs called using two different calling methods (GATK and in-house script) from mapping using *de novo* transcriptomes.

Species	Methods	filtered SNP counts	% unique SNP positions	% shared SNP positions between GATK and inhouse script methods
*A. gummiferum*	GATK (Unified Genotyper)	65,623	34	66
	Inhouse script	64,098	33	67
*S. longifolium*	GATK (Unified Genotyper)	84,242	34	66
	Inhouse script	78,612	29	71
*T. glauca*-BDS	GATK (Unified Genotyper)	89,791	38	62
	Inhouse script	57,835	4	96
*T. glauca*-FAR	GATK (Unified Genotyper)	94,274	17	83
	Inhouse script	108,495	27	73

### 2.6 Differential gene expression analysis in infected versus non-infected plants

EdgeR (Bioconductor package) was used to identify Differentially Expressed Genes (DEGs) in the three species aligned with the two types of reference (*E. grandis* genome and *de novo* transcriptome) [17].

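For S. longifolium, leaf RNA of 7 plants was compared after mapping to the de novo transcriptome of the species: the infected plants Syl13 and Syl15 (n = 2) and the non-infected plants Syl2, Syl4, Syl7, Syl10 and Syl18 (n = 5), with 1 library per plant. The RNA integrity number was 7.9 and 8.0 in the infected plants and 7.5 to 8.2 in the non-infected plants. The paper's 25S to 18S rRNA ratio was higher in the infected plants, at 3.4 and 4.3, than in each non-infected plant, at 1.8 in Syl4 and Syl18, 2.1 in Syl2, 2.3 in Syl10 and 2.8 in Syl7. The deposited counts are numbers of mapped reads per unigene, with both mates of a pair counted, after cleaning with Cutadapt and mapping with BWA-MEM. Their totals were 15522277 and 16426865 in the infected plants (median 15974571) and 18980838 to 25218899 in the non-infected plants (median 21148273), so that the infected plants were sequenced less deeply. From these counts, unigenes with a sum of CPM above 1 over the 7 libraries and a count above 0 in at least 2 libraries were kept (58750 unigenes), libraries were scaled by TMM, and infected plants were compared with non-infected plants by edgeR's quasi-likelihood test with a dispersion for each unigene. A unigene was called at a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 2. The common dispersion that the paper names was run as an alternative test. On simulated counts for this comparison (58749 unigenes), the quasi-likelihood test recovered 2% of unigenes changed 4-fold, 76% of those changed 16-fold and 96% of those changed 256-fold. Only unigenes of higher read counts were changed, and no simulated non-infected plant lay near the infected plants, unlike Syl10. These shares therefore do not tell how large a change could go uncalled in the real plants. The choice of the test and of its dispersion, the low-count filter and the inclusion of Syl10 are the steps that could change the number of calls. Gene names are those of the deposited annotation, which come from similarity to proteins of other species.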

From the raw read counts, EdgeR normalized the size of the sample libraries and computed genewise tests for differences in the means between the groups of infected samples versus the group of non-infected samples. It outputted CPM (counts per million), log of fold change (logFC) between the two groups, along with the corresponding p-value and false discovery rate (FDR).

Prior to the normalization step, the genes were filtered. Only the genes whose sum of CPM values (calculated on all the samples) was greater than 1, and which were expressed in at least 2 samples, were kept. Differentially expressed genes were selected based on a fold change ≥ 2 (logFC≥1 and logFC≤1) and an FDR-adjusted *p* value threshold of 0.05. An FDR of 0.05 implied that we were willing to accept that 5% of the differentially expressed genes were false positives.

The total number of identified differentially expressed genes, along with their up-/down-regulation, are summarized in Table 7 and displayed as a plotSmear in Supplementary Figure 1. 

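In S. longifolium, several named unigenes differed widely between the infected plants and 4 of the 5 non-infected plants, with the non-infected plant Syl10 nearer to the infected plants. Laccase-17 (SYL_g272060), an oxidase of lignin polymerization, stood at 203 ± 40.0 (SD, n = 2) TMM-normalized CPM in the infected plants, at 263 in Syl10 and at 2.48 ± 0.481 (SD, n = 4) in the other non-infected plants. Cucumisin (SYL_g193860), a subtilisin-like protease, stood at 1436 ± 60.5 (SD, n = 2), 633 and 0.893 ± 1.07 (SD, n = 4) in the same order. The GDSL esterase/lipase SYL_g349610, of a family with members that build the leaf cuticle, ran the other way, with 1.69 ± 0.330 (SD, n = 2) in the infected plants, 6.78 in Syl10 and 2394 ± 356 (SD, n = 4) in the others. ERECTA (SYL_g090550), a receptor kinase of organ growth and stomatal patterning, stood at 3.01 ± 1.17 (SD, n = 2), 18.0 and 296 ± 56.5 (SD, n = 4).
Over all 7 plants, edgeR's quasi-likelihood test called 0 of 58750 unigenes, with 8261 at an unadjusted p under 0.05 and a lowest adjusted p of 0.252. The exact test with a common dispersion called 3693 (2314 higher and 1379 lower in infected plants), DESeq2 called 2406, the likelihood ratio test 1825, the exact test with tagwise dispersion 1296 and limma-voom 0. Without Syl10, the quasi-likelihood test called 3262 of 56292 unigenes, 1812 higher and 1450 lower in the infected plants. The unigenes named here, by the size of their change or, for Laccase-17, ERECTA and the oxygen-evolving enhancer among others, as the member of a list with the lowest adjusted p, were taken from this second test, a choice made after the first had called none. With Syl10 left out, Laccase-17 had a log2 fold change of 6.36 (standard error 0.25, adjusted p = 0.000254 from edgeR's quasi-likelihood test), and Cucumisin one of 10.61 (standard error 0.93, adjusted p = 0.00207). Pectinesterase 2 (SYL_g480090), which removes methyl groups from pectin, was called higher in the same test, with 624 ± 295 (SD, n = 2) CPM in the infected plants, 416 in Syl10 and 0.391 ± 0.541 (SD, n = 4) in the others. Xylem serine proteinase 1 was called higher at SYL_g510110 and SYL_g510120, near-identical in level, which may share reads and are uncertain as separate genes. Trichome birefringence-like 19 (SYL_g591410), Remorin (SYL_g263500) and fasciclin-like arabinogalactan protein 11 (SYL_g598540) had 0 reads in all of Syl2, Syl4, Syl7 and Syl18. Their mean level in the infected plants was 16.6, 14.3 and 11.6 CPM, and in Syl10 it was 14.6, 19.9 and 13.7 CPM.
Among unigenes called lower without Syl10, the GDSL esterase/lipase had a log2 fold change of -10.46 (standard error 0.47, adjusted p = 0.000283 from edgeR's quasi-likelihood test) and ERECTA one of -6.62 (standard error 0.42, adjusted p = 0.000777). The same test called lower the oxygen-evolving enhancer protein 2 unigene SYL_g110760, a subunit of photosystem II, at 10.7 ± 3.25 (SD, n = 2) CPM in the infected plants, 83.0 in Syl10 and 1171 ± 333 (SD, n = 4) in the others. Non-specific lipid-transfer protein 3 (SYL_g061520) stood at 0.129 ± 0.0113 (SD, n = 2), 0.642 and 204 ± 157 (SD, n = 4), and Cyclin-D3-1 (SYL_g327890), a regulator of cell cycle entry, at 8.55 ± 0.0240 (SD, n = 2), 6.42 and 115 ± 26.9 (SD, n = 4). Growth-regulating factor 6 (SYL_g634430) and ferric reduction oxidase 6 (SYL_g005310) had 0 reads in both infected plants, at 0.241 and 0.120 CPM in Syl10 and a mean of 6.68 and 4.23 CPM in the other non-infected plants. Lipoxygenase 2.1 (SYL_g548940), an enzyme that starts jasmonate synthesis, had its level in Syl10 on the side of the non-infected plants: 2.55 ± 0.503 (SD, n = 2) CPM in the infected plants, 37.8 in Syl10 and 69.6 ± 36.7 (SD, n = 4) in the others. The EG45-like unigene SYL_g093030 also had Syl10 nearer to the non-infected plants, at 3.29 CPM against 237 ± 248 (SD, n = 2) in the infected plants and 0.117 ± 0.119 (SD, n = 4) in the others. With 2 infected plants, a change seen in both rests on 2 individuals.

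**Figure D1:**
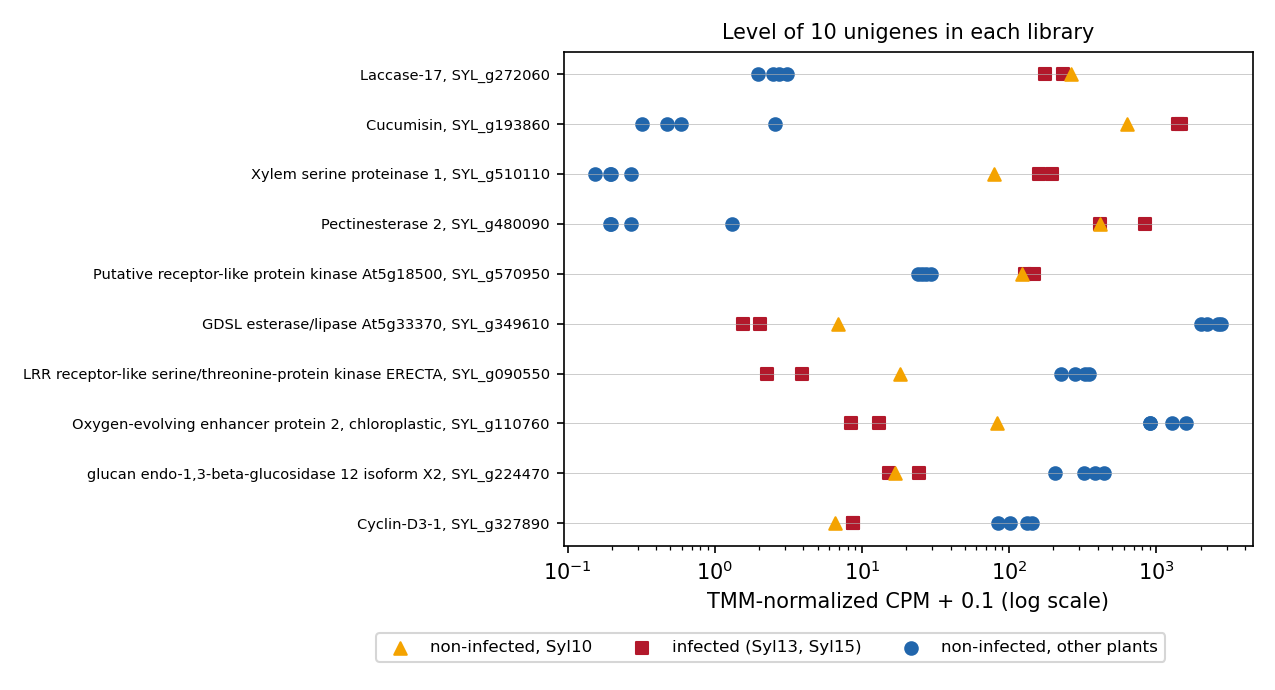
TMM-normalized CPM plus 0.1, on a log scale, of 10 unigenes in each of the 7 libraries (1 point per plant). Laccase-17 lies at 174 to 263 CPM in Syl10, Syl13 and Syl15 and at 1.86 to 3.02 CPM in the other plants.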

In EdgeR, dispersion was estimated on a common dispersion basis for all species. The differential expression of genes was analyzed in infected individuals compared to non-infected ones. When using the *E. grandis* reference genome we showed that 12.69% of the total expressed genes were differentially expressed in *A. gummiferum*, 10.32% in *S. longifolium*, 2.45% in *T. glauca-*BDS and 1.75% in T.glauca-*FAR*. 

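Chitinases, PR-10 proteins, WRKY transcription factors, ACC oxidases and homologs, and class III peroxidases of S. longifolium stood higher in the infected plants than other unigenes by camera with a preset correlation, and beta-1,3-glucanases lower, but none of these lists was called with an estimated correlation. For PR-10 and WRKY unigenes the difference rested mostly on Syl13: the mean centred log2 CPM was 1.74 and 1.18 in Syl13 and 0.34 and 0.22 in Syl15. Both values of Syl15 lay below the 0.66 and 0.30 of the non-infected Syl18, so that these lists do not separate the infected from the non-infected plants. The estimated correlation between members was 0.4 for PR-10 and 0.18 for WRKY unigenes, above the preset 0.01. The median log2 fold change was 1.69 over 51 unigenes of PR-10 and Bet v 1 allergens, a family of pathogenesis-related proteins, and 0.76 over 96 WRKY unigenes, regulators of defence genes. It was 0.67 over 44 unigenes matched by name as chitinases, enzymes that cut fungal cell walls, with unigenes named chitinase-like among them. It was 0.81 over 101 ACC oxidases and homologs, a list that holds the enzyme of the last step of ethylene synthesis together with related dioxygenases. Over 107 unigenes matched as class III peroxidases it was 0.66. With members of other families that matched by letters only left out, the median was 1.84 over 44 PR-10 unigenes and 0.92 over 85 peroxidases. For beta-1,3-glucanases, which also act on fungal cell walls, it was -0.63 over 71 unigenes. The rRNA ratio of the RNA was also higher in both infected plants than in all non-infected plants. Of the named members with the most reads, Major allergen Pru av 1 (SYL_g275770) stood at 1381 ± 299 (SD, n = 2) CPM in infected plants and 369 ± 347 (SD, n = 5) in non-infected plants, where Syl10 had 922. SYL_g219160, of the same product and nearly the same level in each plant, may share its reads, so that both are uncertain as separate genes.
By camera with a preset correlation of 0.01, 13 of 29 gene lists were called at an adjusted p under 0.05, 10 higher and 3 lower in infected plants. The adjusted p was 2.08e-09 for PR-10 proteins, 2.08e-09 for WRKY factors, 5.22e-08 for ACC oxidases and homologs, 9.48e-06 for chitinases, 0.00435 for class III peroxidases and 0.0104 for glucanases. The call was lost without Syl13 for glucanases (0.0936) and without Syl15 for class III peroxidases (0.0777). No list was called with an estimated correlation: the adjusted p = 0.414 with an estimated correlation for each of these lists except the peroxidases (adjusted p = 0.524 with an estimated correlation), and fry, which tests whether the members of a list move one way and does not compare them with other unigenes, gave at lowest 0.208. These lists were built from Table 8 of the paper, which holds genes over-expressed in infected plants of each species, these plants among them. A direction shared with Table 8 is therefore not independent evidence. Of glucanases, Table 8 names only a lichenase, which the glucanase list here also matches, and that list was lower here. The direction of the whole list does not tell that of a lichenase, which was not looked at alone. Over all unigenes tested, 0 members of any of these lists were called by edgeR's quasi-likelihood test. Adjusted over the list alone, 9 PR-10 unigenes were higher and 3 lower, and 0 chitinases, WRKY factors, glucanases, peroxidases or ACC oxidases and homologs were called; at an unadjusted p under 0.05, 20, 10, 32, 4, 10 and 20 members of the PR-10, chitinase, WRKY, glucanase, peroxidase and ACC oxidase homolog lists were higher, and 3, 1, 1, 21, 15 and 2 lower.
Without Syl10, 6 of 43 chitinases were called higher and 0 lower over all unigenes tested (8 and 0 adjusted over the list alone), and 19 of 102 class III peroxidases were higher and 5 lower (23 and 11). In the same test, 6 of 51 PR-10 unigenes were higher and 2 lower (17 and 3), 4 of 96 WRKY unigenes higher and 1 lower (1 and 0), 3 of 99 ACC oxidases and homologs higher and 0 lower (8 and 0), and 4 of 71 glucanases higher and 14 lower (7 and 20). Of all unigenes tested, 5.8% were called. The share was no higher for WRKY unigenes (5.2%) and ACC oxidases and homologs (3%). It was 14% for chitinases, 15.7% for PR-10 unigenes, 23.5% for peroxidases and 25.4% for glucanases. The glucan endo-1,3-beta-glucosidase 12 unigene SYL_g224470 fell by 4.09 on the log2 scale in this test (standard error 0.43, adjusted p = 0.00391 from edgeR's quasi-likelihood test), from 338 ± 102 (SD, n = 4) to 19.7 ± 6.46 (SD, n = 2) CPM, with 16.7 in Syl10; SYL_g224480, of the same product, may share reads with it. The WRKY unigene with the most reads, SYL_g383240, did not pass the test, with 329 CPM in Syl13, 98.9 in Syl15 and 75.8 ± 14.1 (SD, n = 5) in non-infected plants. Chitinase-like protein 1 (SYL_g364110) stood at 649 ± 260 (SD, n = 2) and 577 ± 100.4 (SD, n = 5) CPM, a difference within the spread between plants. It entered the chitinase list by its name alone. Table 8 names endochitinase and chitinase 6 products, for which this unigene does not speak. Of the 4 polyphenol oxidases and 3 miraculin and Kunitz inhibitors measured, 0 were called by edgeR's quasi-likelihood test over all unigenes tested (1 and 0 at an unadjusted p under 0.05). Adjusted over the list alone, the polyphenol oxidase SYL_g368770, at 13.1 ± 1.03 (SD, n = 2) CPM in infected and 31.6 ± 10.6 (SD, n = 5) in non-infected plants, was called lower. The polyphenol oxidase SYL_g604860 ran the other way and was not called, at 4.8 ± 6.2 (SD, n = 2) and 0.68 ± 1.4 (SD, n = 5) CPM. Its infected mean rested on Syl13, with 9.20 against 0.411 in Syl15. The paper's Table 8 lists polyphenol oxidases as over-expressed in infected plants of each species, mapped to the E. grandis genome. Whether these unigenes are the same genes was not tested. Camera called neither the polyphenol oxidase list (adjusted p = 0.767) nor the list of miraculin and Kunitz inhibitors (0.997).

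**Figure D2:**
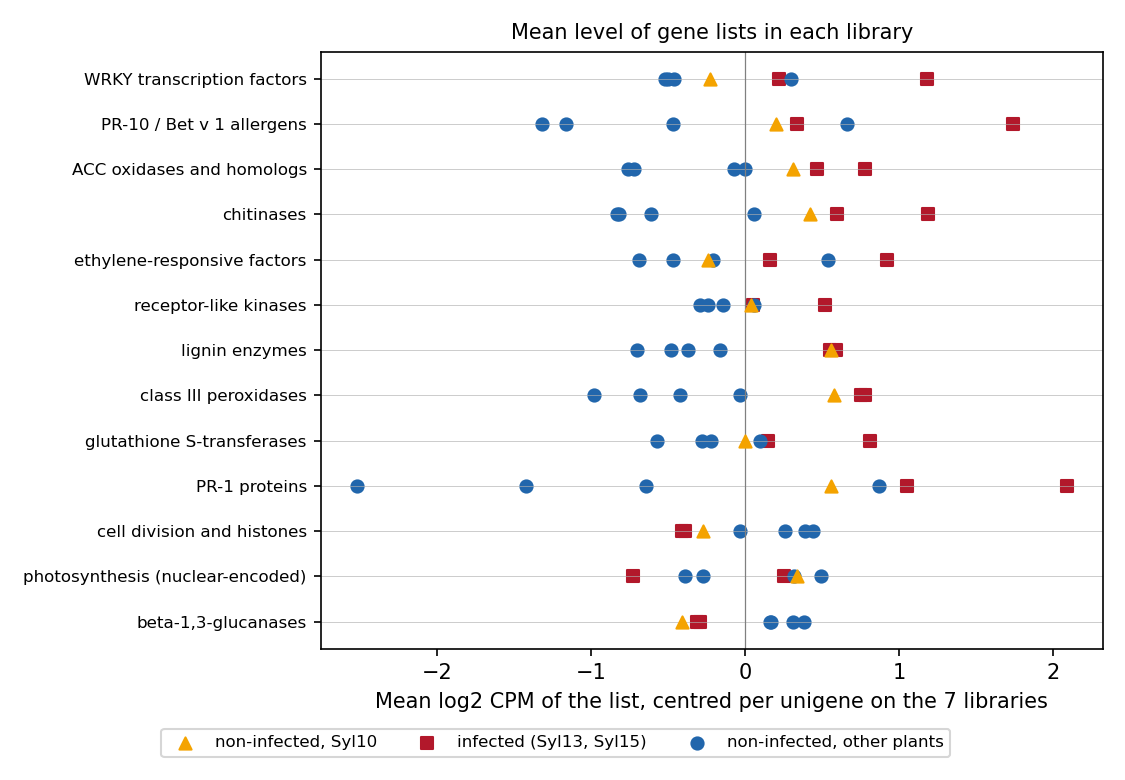
Mean log2 CPM, centred per unigene over the 7 libraries, of each list called by camera with the preset correlation (1 point per plant). For chitinases, Syl13 and Syl15 lie at 1.19 and 0.60 and Syl10 at 0.42, above the other non-infected plants, of which Syl18 at 0.06 is the highest.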

When using the *de novo* transcriptome of each species, around 5.6 % of the genes were differentially expressed in *A. gummiferum*, 8.46% in *S. longifolium*, 1.37% in *T. glauca*-BDS and 1.24% in *T.glauca*-FAR.

**Table 7:** Differentially expressed gene resulting from EdgeR.

Reference for reads alignment	Species	Total number of genes	Differentially expressed genes (common dispersion)	over-expressed genes (LogFC≥1)	under-expressed genes (LogFC≤-1)	% of differentially expressed genes
*E. grandis*	*A. gummiferum*	27,294	3463	2792	671	12.69
	*S. longifolium*	26,626	2747	1.768	979	10.32
	*T. glauca*-FAR	23,622	413	234	179	1.75
	*T. galuca*-BDS	27,014	662	609	53	2.45
*de novo* transcriptome	*A. gummiferum*	84,919	4751	2994	1757	5.59
	*S. longifolium*	39,929	3379	2063	1316	8.46
	*T. glauca*-FAR	31,379	388	243	145	1.24
	*T. galuca*-BDS	36,047	493	400	93	1.37

As gene expression differences existed between the two groups of individuals (non-infected/infected), it should be expected that biological replicates of the same condition will cluster together. We used a multidimensional scaling (MDS) plot to see a spatial configuration of how similar or dissimilar the non-infected and infected individuals were according to the reference used (Supplementary figure 2). 

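In S. longifolium, Syl10 shared with the infected plants its high mean level of the lignin enzyme and vascular tissue lists and its low mean level of the cell division and histone list. Among defence lists it lay near them for class III peroxidases and beta-1,3-glucanases. Its WRKY and ethylene-responsive factor unigenes lay below those of both infected plants, but these lists did not separate the groups. The mean centred log2 CPM of the lignin enzymes was 0.56 in Syl10, 0.59 in Syl13 and 0.55 in Syl15, and between -0.70 and -0.16 in the other non-infected plants. For vascular tissue unigenes it was 0.47 in Syl10, 0.37 and 0.59 in the infected plants and between -0.61 and -0.21 in the others. For cell division and histone unigenes it was -0.27 in Syl10, -0.39 and -0.41 in the infected plants, and between -0.03 and 0.44 in the others. The vascular tissue mean does not describe the typical member: the median log2 fold change over 53 unigenes was 0.09, and 0.11 without Syl10. Without Syl10, 44 of them were uncalled. With all plants, camera with the preset correlation did not call the vascular tissue list (adjusted p = 0.383). Class III peroxidases stood at 0.58 in Syl10, 0.75 and 0.78 in the infected plants and at most at -0.03 in the others, and beta-1,3-glucanases at -0.41, -0.31 and -0.29, against 0.16 to 0.38 in the others. Chitinases and ACC oxidases and homologs in Syl10 lay at 0.67 and 0.69 of the way from the other non-infected plants to the infected plants. The WRKY list stood at -0.23 in Syl10, at 1.18 in Syl13 and at 0.22 in Syl15, and the ethylene-responsive factors at -0.24, 0.92 and 0.16. In the other non-infected plants these lists ran from -0.52 to 0.30 and from -0.69 to 0.54, with Syl18 highest, above the infected plant Syl15.
Over the 500 most different unigenes of each pair of libraries, Syl10 lay at a mean log2 distance of 4.55 from the infected plants and of 6.08 from the other non-infected plants, a difference of -1.54. The same difference was -1.82 and -1.31 for the infected plants Syl13 and Syl15 and 0.78, 1.64, 1.84 and 1.27 for Syl18, Syl2, Syl4 and Syl7. On the first dimension of the multidimensional scaling, which held 46.1% of the variation, Syl10 lay at 2.35, the infected plants at 3.50 and 2.62, and the other non-infected plants between -2.89 and -1.20. At the 3262 unigenes called without Syl10, the level of Syl10 stood at a median of 0.84 of the way from the other non-infected plants to the infected plants (interquartile range 0.61 to 1.04), and 83.6% of them were nearer to the infected plants. Over all tested unigenes in place of the 500 of each pair the difference was -0.27, and over 1 common set of 500 unigenes it was -2.80; a single plant allows no test. The paper reasons that, where expression differs between groups, plants of 1 condition should cluster together, and examines this by multidimensional scaling.

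**Figure D3:**
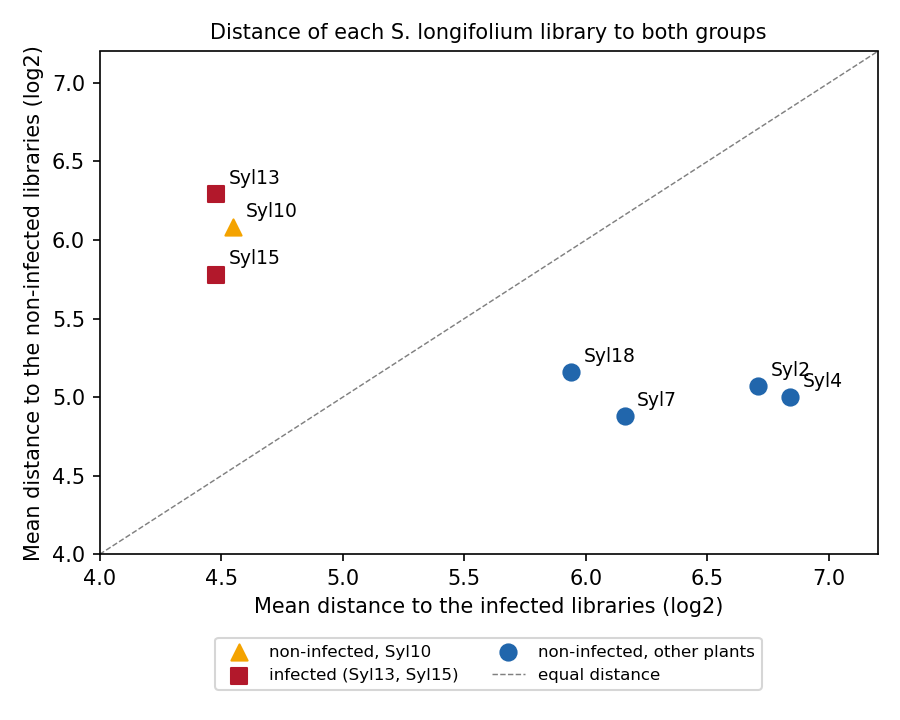
Mean leading log2 distance of each library to the infected (x axis) and to the non-infected (y axis) libraries, itself left out (1 point per plant; dashed line, equal distance). Syl10 lies at 4.55 and 6.08, near the infected plants at 4.48 and 6.29 (Syl13) and 4.48 and 5.78 (Syl15).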

We observed clustering of individuals with the same phenotype for *A. gummiferum* and *T. glauca-FAR* (Supplementary figure 2-A-B and E-F), while for *S. longifolium* the individual Syl10, initially considered non-infected, grouped with infected individuals (Supplementary figure 2-C-D). For *T. glauca*-BDS, the infected individuals had very similar expression patterns, while the non-infected individuals were dispersed (Supplementary figure 2-G-H) (Fig. 5, Fig. 6).

**Fig. 5:**
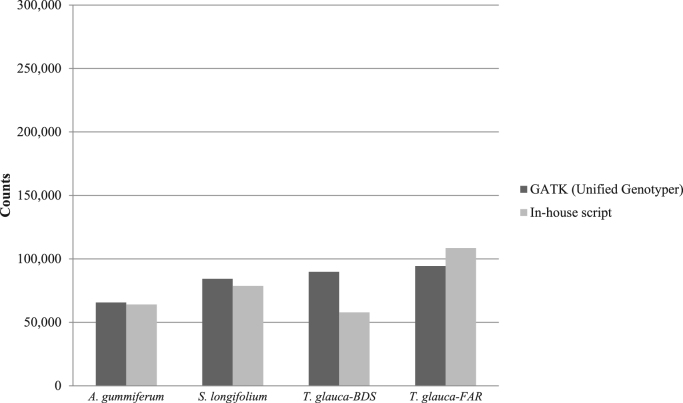
Numbers of SNPs after filtering steps per calling methods and using the *E. grandis* genome as reference for mapping.

**Fig. 6:**
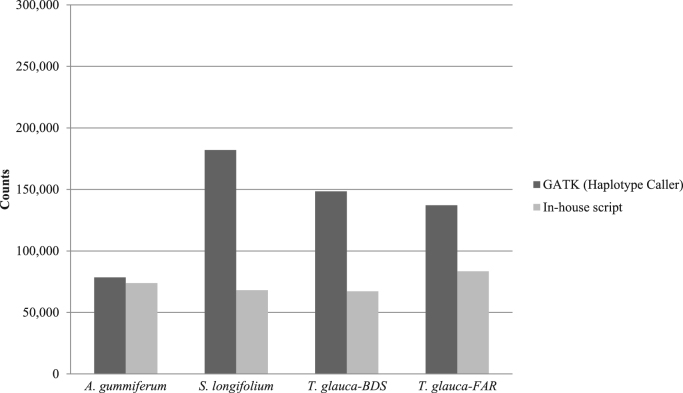
Numbers of SNPs per calling methods and for each studied species using de novo transcriptome of each species as reference for mapping.

When using the *E. grandis* genome as a reference for mapping, a cross-comparison of differentially expressed genes (DEGs) was presented as a Venn diagram illustrating the overlapped DEGs (Fig. 7). We found 33 over-expressed genes in infected individuals that overlapped between the three species *A. gummiferum*, *S. longifolium* and *T. glauca* (FAR/BDS) (Table 8), but only 28 had an identified product. No under-expressed genes were found in common between the three species, suggesting that the resistance process toward *A. psidii* is potentially specific to each species. Of the 33 over-expressed genes in infected plants, we found several genes potentially involved in disease response processes (Table 8), such as LOC104438326 coding for a pathogenesis-related protein STH-2-like and various chitinase coding genes (LOC104415213, LOC104419011, LOC104456214, LOC104456215, LOC104456217, LOC104456219, LOC104456220, LOC104456221, LOC104456223). Chitinases are enzymes that hydrolyze the polymer chitin from many chitinolytic biotic aggressors (fungi, bacteria, viruses, viroids) [18]. They are considered as pathogenesis-related proteins playing a crucial role in resistance against pathogens [19]. We also identified gene LOC104445691 coding for a probable WRKY transcription factor 31 isoform X1. This transcription factor specifically interacts with cis-acting elements of plant defense genes that are expressed in reaction to an elicitor. Elicitors are compounds of pathogen origin stimulating any type of plant defense.

**Fig. 7:**
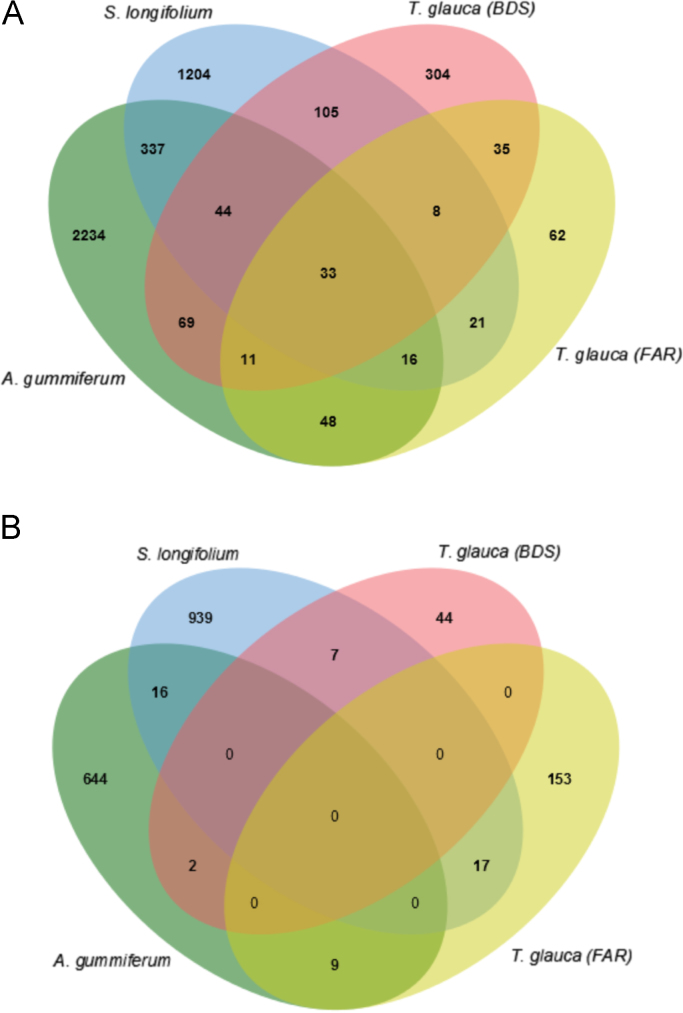
Venn diagram showing the differentially expressed genes in *A. gummiferum*, *S. longifolium* and *T. glauca* (FAR and BDS) using alignments with *E. grandis* reference genome. (A) diagram is for over-expressed genes and (B) diagram for under-expressed ones. Over or under expressed genes means that these genes are differentially expressed for the infected samples.

**Table 8:** List of common differential expressed genes between *A. gummiferum*, *T. glauca* and *S. longifolium* using *E. grandis* reference genome.

Gene name	Scaffold	Description	Position	
			Begin	End
LOC104415198	scaffold0008	major allergen Pru ar 1-like	57984411	57985238
LOC104415200	scaffold0008	major allergen Pru ar 1-like	57981077	57981765
LOC104415201	scaffold0008	major allergen Pru ar 1-like	57988552	57989434
LOC104415202	scaffold0008	major allergen Pru ar 1-like	58040706	58041532
LOC104415205	scaffold0008	major allergen Pru ar 1-like	58026813	58027698
LOC104415206	scaffold0008	major allergen Pru ar 1-like	58052364	58053248
LOC104415209	scaffold0008	major allergen Pru ar 1-like	58071441	58072223
LOC104415211	scaffold0008	major allergen Pru ar 1-like	58078042	58078973
LOC104415212	scaffold0008	major allergen Pru ar 1-like	58081746	58082621
LOC104415213	scaffold0008	major allergen Pru ar 1-like	58084821	58085687
LOC104419011	scaffold0009	endochitinase-like	25149486	25151347
LOC104422218	scaffold0010	uncharacterized protein	21581164	21582481
LOC104425880	scaffold0011	miraculin-like	30418678	30419730
LOC104428733	scaffold0045	polyphenol oxidase%2C chloroplastic-like	403715	406482
LOC104430480	scaffold0001	cationic peroxidase 1-like	10988229	10991371
LOC104438326	scaffold0001	pathogenesis-related protein STH-2-like	1819744	1820574
LOC104441046	scaffold0004	polyphenol oxidase%2C chloroplastic-like	11894466	11897452
LOC104445691	scaffold0005	probable WRKY transcription factor 31 isoform X1	69013730	69016591
LOC104447583	scaffold0001	1-aminocyclopropane-1-carboxylate oxidase homolog 4-like	37081804	37083288
LOC104447594	scaffold0001	1-aminocyclopropane-1-carboxylate oxidase homolog 4-like	37094712	37096232
LOC104450568	scaffold0001	lichenase	4937091	4938832
LOC104456214	scaffold0008	endochitinase PR4-like	4453707	4454827
LOC104456215	scaffold0008	chitinase 6-like	4487298	4488395
LOC104456217	scaffold0008	endochitinase PR4-like	4496392	4497507
LOC104456219	scaffold0008	endochitinase PR4-like	4522275	4523440
LOC104456220	scaffold0008	endochitinase PR4-like	4533169	4534322
LOC104456221	scaffold0008	chitinase 6-like	4546083	4547171
LOC104456223	scaffold0008	endochitinase PR4-like	4553763	4554816

### 2.7 Annotation

We ran FrameDP V1.2.2 software with default parameters [20], for the prediction of coding regions in the unigenes using the *E. grandis* protein database from Universal Protein Resource (UniProt-Swissprot). FrameDP V1.2.2 software automatically reverse-complement the sequences, however all the previous analysis were performed on the initial DNA strand orientation. Therefore, we changed the reverse-complemented orientation from FrameDP results to the initial genes orientation. The polypeptides sequences obtained were submitted to the Basic Local Alignment Search Tool (BLAST) to search against homologs in the UnitProt (Swiss-Prot and Trembl) databases. 

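In S. longifolium, the 50173 predicted coding regions lay on 45503 of the 64716 unigenes (70.3%). Of these unigenes, 41415 held 1 coding region and 4088 held 2 or more, with at most 9 on 1 unigene, so that coding regions outnumber the unigenes that carry them. The product was hypothetical for 5906 coding regions (11.8%). The largest of the gene families listed here by product name were NBS-LRR resistance genes, receptors of pathogen effectors, with 1710 unigenes, and receptor-like kinases, with 1171. Ribosomal proteins matched 839, of which 572 remain when organelle ribosomes are left out, chitinases 48 and WRKY transcription factors 100 unigenes. The 19213 unigenes without a coding region took 2.16% of the mapped reads. The median coding region was 344 bp long.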

We identified 45,517 protein-coding genes in *T. glauca*-BDS, 50,173 protein-coding genes in *S. longifolium*, 57,366 protein-coding genes in *T. glauca*-FAR and 65,410 protein-coding gene in *A. gummiferum*.

### 2.8 Genome browser

To make easier the analysis of the massive amounts of genetic information that was generated during this study, we used the JBrowse tool from GMOD project (Generic Model Organism Database project) [21]. JBrowse is a web-based genome browser, allowing interactively visualizing and exploring a large genomic dataset [22]. Each track consists of a particular type of sequence feature along a reference sequence, as showed in Fig. 8. We deployed five different JBrowses with the data from each species, taking first the *E. grandis* genome as a reference for alignment, then the *de novo* transcriptomes (*A. gummiferum*, *S. longifolium*, *T. glauca*-FAR and *T. glauca*-BDS). To build the JBrowses, we rely on a released workflow [23] and we imported the following files: reference sequence files (*de novo* transcriptomes (.faa) or *E. grandis* reference genome (.fna), alignments files (.bam), variants calling files (.vcf), annotations files (.gff3), and EdgeR output files containing the RPKM (expression level) of each locus for the samples (.tsv). To load the following data we used the following perl scripts provided by the JBrowse developers: prepare-refseqs.pl for fasta files and flatfile-to-json.pl for .gff3 and .tsv files. To load the others data types we had to edit two files tracks.conf and trackList.json, respectively displaying the dataset-specific names and configuration. We also used a JBrowse plugin called MultiVariantViewer (multivariantviewerjbrowsepluging) to display the corresponding genotype for each SNP from each individual of this study (https://github.com/elsiklab/multivariantviewer). These genotypes are displayed in three different colors: cyan for heterozygotes, grey for homozygotes for the reference allele and deep blue for the homozygotes of the alternative allele. To load the MVV tracks (sample name, category, and genotype), we edited the trackList.json from each JBrowse. The JBrowses were integrated into the open source CMS Drupal [24], which is distributed under the terms of the GNE’s Not Unix General Public License (http://myrtaceae-omics.southgreen.fr).

**Fig. 8:**
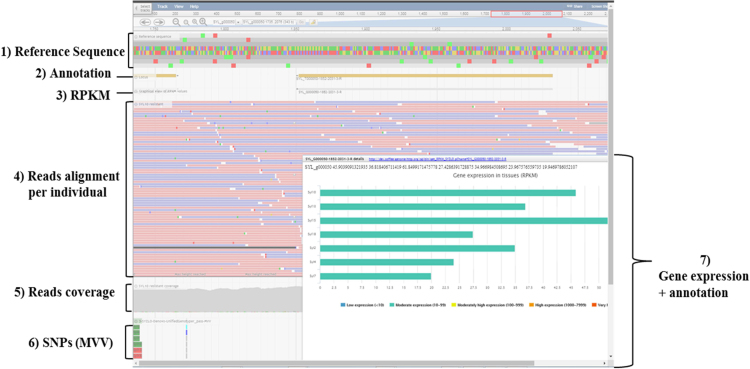
Screenshot of the JBrowse of *Syzygium longiflorum*.

# Supplementary material for: Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)
**Source:** Data Brief. 2019 Jan 3;22:794–811. doi: 10.1016/j.dib.2018.12.080
**Supplement:** Supplementary file 4 — Supplementary material

Supplementary Table 1: Detailed of RNA extracts

| **Sample name** | **ID sampling** | **Biological material** | **Organism** | **BioAnalyzeur RNA concentration (ng/µl)** | **rRNA Ratio [25s/18s]** | **RIN** |
| --- | --- | --- | --- | --- | --- | --- |
| Sample 1 | Ag19 | leaf | *Arillastrum gummiferum* | 281 | 3 | 8,2 |
| Sample 2 | Ag28 | leaf | *Arillastrum gummiferum* | 98 | 3,4 | 8,2 |
| Sample 3 | Ag2 | leaf | *Arillastrum gummiferum* | 353 | 2,3 | 6,9 |
| Sample 4 | Ag3 | leaf | *Arillastrum gummiferum* | 473 | 3,1 | 7,4 |
| Sample 5 | Ag4 | leaf | *Arillastrum gummiferum* | 531 | 2,9 | 7,4 |
| Sample 6 | Ag6 | leaf | *Arillastrum gummiferum* | 843 | 1,5 | 7,8 |
| Sample 7 | Syl10 | leaf | *Syzygium longifolium* | 414 | 2,3 | 7,7 |
| Sample 8 | Syl13 | leaf | *Syzygium longifolium* | 1248 | 3,4 | 7,9 |
| Sample 9 | Syl15 | leaf | *Syzygium longifolium* | 499 | 4,3 | 8 |
| Sample 10 | Syl18 | leaf | *Syzygium longifolium* | 602 | 1,8 | 7,5 |
| Sample 11 | Syl2 | leaf | *Syzygium longifolium* | 790 | 2,1 | 8,2 |
| Sample 12 | Syl4 | leaf | *Syzygium longifolium* | 667 | 1,8 | 8 |
| Sample 13 | Syl7 | leaf | *Syzygium longifolium* | 760 | 2,8 | 7,7 |
| Sample 14 | Tg2 | leaf | *Tristaniopsis glauca* (FAR) | 215 | 3,6 | 7,5 |
| Sample 15 | Tg3 | leaf | *Tristaniopsis glauca* (FAR) | 197 | 2,6 | 7,4 |
| Sample 16 | Tg4 | leaf | *Tristaniopsis glauca* (FAR) | 117 | 3,2 | 8,1 |
| Sample 17 | Tg5 | leaf | *Tristaniopsis glauca* (FAR) | 249 | 2,9 | 7,8 |
| Sample 18 | Tg6 | leaf | *Tristaniopsis glauca* (FAR) | 309 | 3,3 | 8 |
| Sample 19 | V1 | leaf | *Tristaniopsis glauca* (BDS) | 114 | 3,4 | 8,4 |
| Sample 20 | V2 | leaf | *Tristaniopsis glauca* (BDS) | 135 | 3,2 | 7,9 |
| Sample 21 | V3 | leaf | *Tristaniopsis glauca* (BDS) | 249 | 2,9 | 8,3 |
| Sample 22 | V4 | leaf | *Tristaniopsis glauca* (BDS) | 236 | 3,9 | 8,2 |
| Sample 23 | V6 | leaf | *Tristaniopsis glauca* (BDS) | 347 | 2,3 | 8,3 |
| Sample 24 | V7 | leaf | *Tristaniopsis glauca* (BDS) | 108 | 1,8 | 7,9 |

Supplementary table 2: Number of raw and cleaned reads. The individual used for *de novo* transcriptome assembly are shown in yellow.

|  |  |  | Rawreads | | Cutadapt | | Quality filter | | Synchronized paired | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Species | libraries | pair | Number of read | Total reads | Number of read | Total reads | Number of read | Total reads | Number of read in paired sequences | Number of read in single sequence | Total reads |
| *A.,gummiferum* | Ag19 | R1.fastq.gz | 13,999,356 | 176,074,893 | 13,979,390 | 176,550,782 | 13,826,858 | 172,686,969 | 13,487,790 | 420,309 | 172,686,969 |
|  |  | R2.fastq.gz | 13,999,356 |  | 13,963,517 |  | 13,569,031 |  | 13,487,790 |  |  |
|  | Ag28 | R1.fastq.gz | 15,117,850 |  | 15,106,309 |  | 14,952,929 |  | 14,614,463 | 424,045 |  |
|  |  | R2.fastq.gz | 15,117,850 |  | 15,090,520 |  | 14,700,042 |  | 14,614,463 |  |  |
|  | Ag2 | R1.fastq.gz | 16,737,435 |  | 16,720,235 |  | 16,077,560 |  | 15,717,141 | 756,610 |  |
|  |  | R2.fastq.gz | 16,737,435 |  | 16,703,178 |  | 16,113,332 |  | 15,717,141 |  |  |
|  | Ag3 | R1.fastq.gz | 17,559,520 |  | 17,536,161 |  | 17,368,035 |  | 16,974,642 | 485,658 |  |
|  |  | R2.fastq.gz | 16,737,435 |  | 17,518,848 |  | 17,066,907 |  | 16,974,642 |  |  |
|  | Ag4 | R1.fastq.gz | 11,841,969 |  | 11,832,007 |  | 11,715,154 |  | 11,447,310 | 330,994 |  |
|  |  | R2.fastq.gz | 11,841,969 |  | 11,823,208 |  | 11,510,460 |  | 11,447,310 |  |  |
|  | Ag6 | R1.fastq.gz | 13,192,359 |  | 13,146,912 |  | 13,001,753 |  | 12,704,802 | 377,057 |  |
|  |  | R2.fastq.gz | 13,192,359 |  | 13,130,497 |  | 12,784,908 |  | 12,704,802 |  |  |
| *S.,longifolium* | Syl10 | R1.fastq.gz | 18,410,200 | 200,293,564 | 18,399,611 | 199,924,373 | 18,214,298 | 196,307,059 | 17,786,867 | 531,480 | 196,307,059 |
|  |  | R2.fastq.gz | 18,410,200 |  | 18,380,383 |  | 17,890,916 |  | 17,786,867 |  |  |
|  | Syl13 | R1.fastq.gz | 11,906,944 |  | 11,892,642 |  | 11,784,325 |  | 11,584,279 | 267,325 |  |
|  |  | R2.fastq.gz | 11,906,944 |  | 11,880,199 |  | 11,651,558 |  | 11,584,279 |  |  |
|  | Syl15 | R1.fastq.gz | 12,185,308 |  | 12,169,050 |  | 12,038,801 |  | 11,790,027 | 321,993 |  |
|  |  | R2.fastq.gz | 12,185,308 |  | 12,155,770 |  | 11,863,246 |  | 11,790,027 |  |  |
|  | Syl18 | R1.fastq.gz | 13,361,746 |  | 13,348,180 |  | 13,210,653 |  | 12,827,489 | 448,322 |  |
|  |  | R2.fastq.gz | 13,361,746 |  | 13,328,387 |  | 12,892,647 |  | 12,827,489 |  |  |
|  | Syl2 | R1.fastq.gz | 15,528,002 |  | 15,511,653 |  | 15,357,301 |  | 15,028,873 | 417,797 |  |
|  |  | R2.fastq.gz | 15,528,002 |  | 15,496,078 |  | 15,118,242 |  | 15,028,873 |  |  |
|  | Syl4 | R1.fastq.gz | 15,452,459 |  | 15,412,531 |  | 15,242,629 |  | 14,834,105 | 497,267 |  |
|  |  | R2.fastq.gz | 15,452,459 |  | 15,391,995 |  | 14,922,848 |  | 14,834,105 |  |  |
|  | Syl7 | R1.fastq.gz | 13,302,123 |  | 13,286,296 |  | 13,152,135 |  | 12,889,198 | 341,199 |  |
|  |  | R2.fastq.gz | 13,302,123 |  | 13,271,598 |  | 12,967,460 |  | 12,889,198 |  |  |

Supplementary table 2 continued from previous page

|  |  |  | Rawreads | | Cutadapt | | Quality filter | | Synchronized paired | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Species | libraries | pair | Number of read | Total reads | Number of read | Total reads | Number of read | Total reads | Number of read in paired sequences | Number of read in single sequence | Total reads |
| *T.glauca-*FAR | Tg2 | R1.fastq.gz | 12,628,209 | 137,602,172 | 12,619,729 | 137,325,570 | 12,506,099 | 134,446,070 | 12,256,035 | 317,804 | 134,446,070 |
|  |  | R2.fastq.gz | 12,628,209 |  | 12,607,318 |  | 12,323,775 |  | 12,256,035 |  |  |
|  | Tg3 | R1.fastq.gz | 14,403,325 |  | 14,391,609 |  | 14,257,034 |  | 13,943,792 | 386,364 |  |
|  |  | R2.fastq.gz | 14,403,325 |  | 14,380,994 |  | 14,016,914 |  | 13,943,792 |  |  |
|  | Tg4 | R1.fastq.gz | 16,207,008 |  | 16,174,551 |  | 15,618,141 |  | 15,124,929 | 784,505 |  |
|  |  | R2.fastq.gz | 16,207,008 |  | 16,135,866 |  | 15,416,222 |  | 15,124,929 |  |  |
|  | Tg5 | R1.fastq.gz | 13,874,232 |  | 13,841,109 |  | 13,716,610 |  | 13,528,269 | 267,298 |  |
|  |  | R2.fastq.gz | 13,874,232 |  | 13,830,270 |  | 13,607,226 |  | 13,528,269 |  |  |
|  | Tg6 | R1.fastq.gz | 11,688,312 |  | 11,676,931 |  | 11,570,381 |  | 11,352,254 | 279,541 |  |
|  |  | R2.fastq.gz | 11,688,312 |  | 11,667,193 |  | 11,413,668 |  | 11,352,254 |  |  |
| *T.glauca*-BDS | V1 | R1.fastq.gz | 8,858,469 | 154,194,966 | 8,817,505 | 153,676,220 | 8,741,346 | 150,931,462 | 8,643,046 | 147,634 | 150,931,462 |
|  |  | R2.fastq.gz | 8,858,469 |  | 8,807,090 |  | 8,692,380 |  | 8,643,046 |  |  |
|  | V2 | R1.fastq.gz | 13,962,685 |  | 13,942,810 |  | 13,817,346 |  | 13,589,262 | 301,974 |  |
|  |  | R2.fastq.gz | 13,962,685 |  | 13,931,957 |  | 13,663,152 |  | 13,589,262 |  |  |
|  | V3 | R1.fastq.gz | 12,086,290 |  | 12,073,243 |  | 11,960,434 |  | 11,772,532 | 256,341 |  |
|  |  | R2.fastq.gz | 12,086,290 |  | 12,062,913 |  | 11,840,971 |  | 11,772,532 |  |  |
|  | V4 | R1.fastq.gz | 11,998,827 |  | 11,936,661 |  | 11,528,882 |  | 11,209,706 | 526,788 |  |
|  |  | R2.fastq.gz | 11,998,827 |  | 11,870,792 |  | 11,417,318 |  | 11,209,706 |  |  |
|  | V6 | R1.fastq.gz | 15,648,452 |  | 15,626,992 |  | 15,480,924 |  | 15,213,148 | 356,039 |  |
|  |  | R2.fastq.gz | 15,648,452 |  | 15,609,495 |  | 15,301,411 |  | 15,213,148 |  |  |
|  | V7 | R1.fastq.gz | 14,542,760 |  | 14,511,762 |  | 14,367,592 |  | 14,033,652 | 419,994 |  |
|  |  | R2.fastq.gz | 14,542,760 |  | 14,485,000 |  | 14,119,706 |  | 14,033,652 |  |  |

Supplementary Table 3: Number of SNP following each filtering step and using *E. grandis* genome as reference for mapping.

| Reference type | SNP calling method | Species | raw | prefilter | VCFfilter | Monomorphfilter | GATKfilter |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *E.grandis* genome | GATK(HaplotypeCaller) | *A.gummiferum* | 5,641,707 |  | 411,927 | 157,905 | 78,468 |
|  |  | *S.longifolium* | 2,550,459 |  | 342,695 | 270,689 | 181,967 |
|  |  | *T.glauca*-BDS | 3,076,802 |  | 280,610 | 220,237 | 148,484 |
|  |  | *T.glauca*-FAR | 3,076,802 |  | 382,358 | 157,262 | 137,073 |
|  | Inhousescript | *A.gummiferum* | 10,768,345 | 2,627,198 | 825,906 | 90,879 | 73,765 |
|  |  | *S.longifolium* | 8,860,083 | 2,246,428 | 723,591 | 79,486 | 68,106 |
|  |  | *T.glauca*-BDS | 11,671,338 | 2,866,631 | 708,324 | 78,468 | 67,115 |
|  |  | *T.glauca*-FAR | 11,671,338 | 2,866,631 | 877,238 | 100,575 | 83,423 |

Supplementary Table 4: Number of SNP following each filtering step and using *de novo* transcriptome as reference for mapping.

| Reference type | SNP calling method | Species | raw | prefilter | VCFfilter | Monomorphfilter | GATKfilter |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *de novo* transcriptome | GATK(UnifiedGenotyper) | *A.gummiferum* | 648,301 |  | 199,892 | 95,741 | 65,623 |
|  |  | *S.longifolium* | 602,223 |  | 192,069 | 111,489 | 84,242 |
|  |  | *T.glauca*-BDS | 935,693 |  | 257,152 | 122,951 | 89,791 |
|  |  | *T.glauca*-FAR | 783,330 |  | 252,744 | 129,592 | 94,274 |
|  | Inhousescript | *A.gummiferum* | 10,501,327 | 2,140,954 | 1,451,164 | 82,280 | 64,098 |
|  |  | *S.longifolium* | 10,210,671 | 2,141,428 | 1,514,849 | 91,416 | 78,612 |
|  |  | *T.glauca*-BDS | 9,436,592 | 2,100,408 | 1,409,764 | 68,608 | 57,835 |
|  |  | *T.glauca*-FAR | 12,433,821 | 2,643,534 | 1,650,084 | 133,857 | 108,495 |

How the deposited data were processed for this re-analysis (not part of the article)

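Leaf transcriptomes of 7 S. longifolium plants were analysed: Syl13 and Syl15, scored as infected by myrtle rust, and Syl2, Syl4, Syl7, Syl10 and Syl18, scored as non-infected, with 1 library per plant and no pooling. The plants of the other species and the mapping to the E. grandis genome were not analysed here.

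The authors cleaned the reads with Cutadapt and a mean quality filter, mapped them with BWA-MEM (BWA 0.7.12) to the Trinity assembly of Syl10 with the longest isoform of each Trinity gene, and filtered the alignments with SAMtools. The paper states that this step removed multimapped reads; its parameters, -q 0 and -F 4, drop unmapped reads and set a minimum mapping quality of 0, so that unigenes of near-identical sequence may still share reads. The deposited count of each unigene is the raw number of mapped reads, with both mates of a pair counted; the totals per plant equal the mapped reads of Table 3. The RPKM values were made by the authors from these counts, without a TMM factor: they equal the count scaled by unigene length and library total to within a relative difference of 5.1e-15. The authors also deposited a table of log2 fold changes and log2 mean CPM for 39928 unigenes, made with edgeR 3.14.0, in which a positive value is higher in infected plants. The p-value and FDR of each of these unigenes were computed by the authors with a common dispersion; the paper's text does not name which edgeR test was run. The deposited annotation gives the coding regions predicted by FrameDP and the product of the best protein match.

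The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Unigenes were kept, as the paper states, when the sum of CPM over the 7 libraries was above 1 and the count was above 0 in at least 2 libraries. Libraries were scaled by TMM, with factors from 0.94 in Syl15 to 1.074 in Syl18. Infected plants were compared with non-infected plants by edgeR's quasi-likelihood test, and a unigene was called at a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 2. The alternatives were edgeR's exact test with common and with tagwise dispersion, its likelihood ratio test, DESeq2, limma-voom, robust estimation, RLE factors, no factors, other low-count filters, no fold threshold, a test against a fold change of 2, counts thinned to the smallest library, and each library left out in turn. No 2 libraries were copies of each other: the chi-square per degree of freedom between libraries ran from 28.3 to 139.3. The tests were tested on simulated data: at 16-fold, the quasi-likelihood test recovered 38 of 50 changed unigenes and called 8 unchanged ones, and the exact test with a common dispersion recovered 47 of 50 and called 471 unchanged ones, of 58749 unigenes simulated for the comparison of infected with non-infected plants. The simulation changed only unigenes of higher read counts and held no non-infected plant near the infected ones, unlike Syl10. CPM values in the text are scaled by TMM. The library with the fewest mapped reads, Syl15, has 15522277, which limits what can be detected for unigenes of low level.

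The 29 gene lists, the tests, the alternatives and the rule for named unigenes were fixed before the data were examined. Lists were matched to the product names by fixed patterns. Members that matched by letters only were left out in an alternative chosen after seeing the data. Lists were tested by camera with a preset correlation of 0.01, with the estimated correlation and fry as alternatives. Named unigenes are, first, the 10 with the largest change in each direction among called unigenes with an annotated product, a mean count of at least 50 and both infected libraries on the same side of all 5 non-infected ones. Second come the 2 members with the most reads of each of 8 lists built around products of Table 8. Of glucanases, Table 8 names only a lichenase, which the glucanase list matches. Last comes the member of each other list with the lowest adjusted p in each direction. As the test of all 7 libraries made no call, the first and the last part were applied to the test without Syl10, with 4 non-infected libraries; this was chosen after seeing the data. SYL_g identifiers are those of the deposited tables. Distances between libraries are root mean square log2 fold changes over the 500 most different unigenes of each pair, from log2 CPM with a prior count of 2, and the distance difference of a library is its mean distance to the infected libraries minus that to the non-infected libraries, itself left out.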

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

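The tests of undetected infection, of leaf stage or tissue and of genetic difference between plants were chosen only after the result was seen. Among the 5 non-infected plants, a plant stood apart from the other 4 by its gap to the nearest of them, as a share of the whole range, in 20 of 73 measures tested, where chance would single out about 1 in 20. Syl10 was that plant in 17 of them. The share was 1 of 8 library measures, 2 of 29 list means and 17 of 36 named unigenes. Syl10 had reads on 64696 unigenes, against 57954 to 59146 in the others (gap 0.823 of the range). This library measure was fixed in advance, as the unigenes were assembled from the reads of Syl10, so it is no evidence against chance. Syl10 also had a mean of -0.41 for the beta-1,3-glucanase list, against 0.16 to 0.38 (gap 0.721). Among named unigenes Syl10 stood apart above the others for Pectinesterase 2.2 (SYL_g065590, 0.978), the cytochrome b561 and DOMON unigene SYL_g330250 (0.983), Trichome birefringence-like 19 (SYL_g591410, 1.000), Remorin (SYL_g263500, 1.000), fasciclin-like arabinogalactan protein 11 (SYL_g598540, 1.000), the EG45-like SYL_g093030 (0.829), Xylem serine proteinase 1 (SYL_g510120, 0.948), Pectinesterase 2 (SYL_g480090, 0.882, and SYL_g283520, 0.954) and Cucumisin (SYL_g193860, 0.832). It stood apart below them for the methyltransferase unigene SYL_g261870 (0.731), the GDSL esterase/lipase SYL_g349610 (0.945), the proline-rich protein SYL_g309610 (0.851) and the glucan endo-1,3-beta-glucosidase 12 unigenes SYL_g224470 (0.761) and SYL_g224480 (0.752). Most of these unigenes were chosen for their change without Syl10, so that they are not an independent count. Syl18 stood apart for a polyphenol oxidase (SYL_g604860, 0.897), Miraculin (SYL_g212890, 0.765) and, at -0.78 against 0.10 to 0.24, the list searched for fungal markers (0.869). Of the 6 unigenes matched to that list, 4 matched by letters only.

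The distance difference of Syl10 was -1.54, on the side of the infected plants. Unigenes assembled from Syl10 and missing from the other plants are argued against as the cause: over the 30891 unigenes with at least 10 reads in every library the difference stayed at -1.44. A leaf stage or tissue shared with the infected plants cannot be told apart from other causes. On the scale from the other non-infected plants (0) to the infected plants (1), Syl10 lay at 0.81 for cell division and histones and at 0.99 for both lignin enzymes and vascular tissue. Among the other lists called with all libraries, which were not chosen for leaf stage, class III peroxidases lay as near at 0.85 and beta-1,3-glucanases beyond at 1.2. The remaining ones lay lower, at most at 0.69 for ACC oxidases and homologs. Whether peroxidases and glucanases also follow leaf stage was not tested, so that this comparison cannot decide. The paper states that the most recent leaves were taken and that nursery plants were harvested on the same day. An undetected infection of Syl10 stays open. The WRKY list stood at -0.23 in Syl10 and the ethylene-responsive factor list at -0.24, below both infected plants, which met the value set against infection. This bound does not decide: Syl18, a non-infected plant, lay at 0.30 and 0.54, above the infected plant Syl15 at 0.22 and 0.16. These lists therefore do not separate the groups. Chitinases and ACC oxidases and homologs set the infected plants apart from the other non-infected ones, and Syl10 lay between, at 0.42 and 0.31. PR-1 proteins and glutathione S-transferases did so too, with Syl10 at 0.56 and 0, below Syl18 at 0.87 and 0.10. Lists on both sides leave the question open.

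The count of 3693 calls by the exact test with a common dispersion was set against the 21 splits of the 7 plants into 2 and 5. Another split, Syl2 and Syl4 against the rest, gave 3968, so that 2 of the 21 splits gave as many and chance is not excluded for this count. By the quasi-likelihood test, the number of unigenes at an unadjusted p under 0.05 was 8261 for the real split and at most 7964 for the others, but the quasi-likelihood test called 4 unigenes for Syl2 and Syl4 against the rest and 0 for the real split.

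Without Syl10 the quasi-likelihood test called 3262 of 56292 unigenes. A genetic difference between plants that moves read mapping evenly over all unigenes is argued against as the whole cause: 1.24% of NBS-LRR unigenes and 1.24% of ribosomal protein unigenes were called, against 5.93% and 5.85% of the other unigenes (Fisher's exact test, which takes unigenes as independent, p = 4.79e-21 and 6.14e-10) and 5.05% and 7.92% of other unigenes of the same mean level. Infection itself, leaf stage and a genetic difference at some of the unigenes stay open, as the infected plants are 2 individuals.

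The paper's Table 8 does not name several lists that camera called with the preset correlation. Higher in infected plants were ethylene-responsive factors (adjusted p = 2.48e-05), receptor-like kinases (0.00187), lignin enzymes (0.00422), glutathione S-transferases (0.0143) and PR-1 proteins (0.0187). Lower were cell division and histones (7.97e-05) and nuclear-encoded photosynthesis unigenes (0.00791). None of them was called with an estimated correlation (adjusted p = 0.414 with an estimated correlation, and 0.979 for photosynthesis). Without Syl10, the calls of PR-1 proteins (0.121) and glutathione S-transferases (0.292) were lost; without Syl13, those of PR-1 proteins (0.132), glutathione S-transferases (0.222), receptor-like kinases (0.375) and photosynthesis (0.131); and without Syl7 that of photosynthesis (0.122).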

How the results depend on the processing

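No paired analysis was possible because the infected and non-infected plants share no replicate numbers. The count of differentially expressed unigenes was 0 with the quasi-likelihood test and stayed at 0 with limma-voom, robust estimation, RLE factors, no factors, the other low-count filters, no fold threshold, a test against a fold change of 2 and thinned counts. It was 3693 (2314 higher, 1379 lower, 6.286%) with the exact test with a common dispersion, 1296 (772, 524, 2.206%) with tagwise dispersion, 1825 (893, 932, 3.106%) with the likelihood ratio test and 2406 (924, 1482, 4.095%) with DESeq2, where 16859 adjusted p were missing; the cause was not tested. Leaving out 1 library gave 0 to 3262 calls (0 to 1812 higher, 0 to 1450 lower, 0 to 5.795%), and only leaving out Syl10 gave any; the common dispersion of the quasi-likelihood fit was 0.292 with Syl10 and 0.219 without it. When an infected library is left out, the other is assumed to vary like the non-infected ones. Chosen after seeing the data, the exact test with a common dispersion called 3379 (2063, 1316, 8.463%) with CPM above 1 in at least 2 libraries and 7094 (4567, 2527, 12.6%) without Syl10. The distance difference of Syl10 was -0.27 over all tested unigenes and -2.80 over a common set of 500, and from -1.76 to -1.33 with 1 library left out; it stayed below 0 throughout. Of the gene lists, 13 were called, 0 with an estimated correlation and 0 by fry, 8 to 15 with 1 library left out (8 without Syl13; 13 without Syl10, where PR-1 proteins and glutathione S-transferases were lost and vascular tissue and phenylpropanoid enzymes gained), and 0 with an estimated correlation and Syl10 left out, chosen after seeing the data; the cause was not tested. With members matched by letters only left out, also chosen after seeing the data, 14 lists were called, the added one being salicylate signalling (adjusted p 0.00369).

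The direction of some lists was reversed, none of them past the threshold where reversed; their adjusted p are given. Photosynthesis was higher without Syl13 (0.131), and from 2.69e-11 to 0.131 with 1 library left out; it is the only one of these called with all libraries. With filterByExpr, miraculin and Kunitz inhibitors, organelle-encoded and heat shock unigenes (0.996 each) and ribosomal proteins (0.874) reversed, by fry heat shock (0.998), and with no factors cuticle and epidermis (0.996). Lists that reversed with at least 1 library left out ranged over all libraries left out in turn as follows: polyphenol oxidases 0.221 to 0.976, miraculin and Kunitz inhibitors 0.77 to 0.996, NBS-LRR 0.157 to 0.964, terpene synthases 0.465 to 0.987, salicylate signalling 0.0434 (without Syl15, not reversed) to 0.912, heat shock 0.695 to 0.987, organelle-encoded 0.568 to 0.987, cell wall expansion 0.0887 to 0.946, cuticle and epidermis 0.469 to 0.987, fungal markers 0.811 to 0.982 and ribosomal proteins 0.38 to 0.982. With an estimated correlation and Syl10 left out, miraculin and Kunitz inhibitors, terpene synthases, organelle-encoded and ribosomal unigenes reversed (0.97 each). Of 70 named unigenes, the sign of the log2 fold change turned in 5. With 1 library left out it ranged from -0.28 (without Syl15) to 0.52 in SYL_g364110, -0.31 (without Syl15) to 0.52 in SYL_g274820, -0.73 (without Syl13) to 6.61 (without Syl18) in SYL_g604860, -0.60 (without Syl13) to 5.89 (without Syl18) in SYL_g212890 and -0.16 to 0.18 in SYL_g520210. In SYL_g520210, at -0.02 with all libraries, it also turned with limma-voom, CPM above 1 in at least 2 libraries and filterByExpr (0.00 each) and with thinned counts (0.02). Called were 47 of the 70 with a common dispersion, 26 with tagwise dispersion, 32 with the likelihood ratio test, 33 with DESeq2 and 56 without Syl10. Most of the 70 were chosen from the calls without Syl10, so that this last count was largely fixed in advance.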

Differences from the paper's values

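The paper's number of differentially expressed unigenes for S. longifolium is 3379, and the quasi-likelihood test called 0 (8261 at an unadjusted p under 0.05; limma-voom 0) at the same thresholds of FDR and fold change. The paper's numbers of over- and under-expressed unigenes are 2063 and 1316, against 0 and 0, and the paper's percentage is 8.46, against 0. Of the alternatives set before the data were examined, the exact test with a common dispersion (3693; 2314 higher, 1379 lower; 6.286%), the quasi-likelihood test without Syl10 (3262; 1812 higher, 1450 lower; 5.795%) and DESeq2 (2406; 924 higher, 1482 lower; 4.095%) came within 1.5 times of the paper's total. The first of these and the test without Syl10 also came within it for both directions and the percentage, DESeq2 only for the under-expressed unigenes, and the likelihood ratio test (1825; 893 higher, 932 lower) only for those. The other alternatives set before the data were examined did not, among them the exact test with tagwise dispersion (1296; 772 higher, 524 lower; 2.206%) and those with 0 calls. The DESeq2 percentage is taken over all 58750 unigenes, of which 16859 had no adjusted p and could not be called. It would be higher over the others alone. The exact test with a common dispersion and a filter of CPM above 1 in at least 2 libraries, chosen after seeing the values, called 3379 unigenes, 2063 higher and 1316 lower (8.463%), dropped 0 of the paper's calls and differed from the deposited log2 fold changes by at most 4.25e-10. Of the paper's 3379 calls, 1660 were also called without Syl10 by the quasi-likelihood test, all 1660 in the same direction.

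The paper gives the number of unigenes tested as 39929. The deposited table holds 39928 unigenes, which are those with a CPM above 1 in at least 2 libraries; the filter as worded in the paper, a sum of CPM above 1 and expression in at least 2 samples, keeps 58750.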

Other observations

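Of the growth and tissue lists outside Table 8, cell division and histones and lignin enzymes were called by camera with all libraries and the preset correlation, and cell wall expansion, vascular tissue and cuticle and epidermis were not; none was called with an estimated correlation. Of 377 cell division and histone unigenes, which serve dividing cells, the median log2 fold change was -0.45, and at an unadjusted p under 0.05 24 were higher and 103 lower in infected plants; without Syl10, 15 of 370 were called higher and 61 lower over all unigenes tested (37 and 105 adjusted over the list alone; adjusted p = 0.414 with an estimated correlation, and adjusted p = 0.626 with an estimated correlation without Syl10). Of 157 lignin enzymes 33 were called higher and 10 lower without Syl10 (48 and 21 adjusted over the list alone), and of 298 unigenes of cell wall expansion 42 and 34 (62 and 47). With all libraries the balance differed at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. There, 22 lignin enzymes were higher and 20 lower, and 31 unigenes of cell wall expansion were higher and 51 lower. By camera without Syl10, the adjusted p was 1.26e-10 for lignin enzymes (adjusted p = 0.118 with an estimated correlation) and 0.0887 for cell wall expansion (adjusted p = 0.769 with an estimated correlation). Shikimate O-hydroxycinnamoyltransferase-like (SYL_g465600), of the phenylpropanoid pathway, stood at 65.6 ± 2.31 (SD, n = 2) CPM in infected plants, 63.2 in Syl10 and 4.22 ± 1.03 (SD, n = 4) in the others. Vascular tissue unigenes had 6 of 53 called higher and 3 lower without Syl10 (11 and 5 adjusted over the list alone; adjusted p = 0.00076 by camera, and adjusted p = 0.162 with an estimated correlation), and cuticle and epidermis unigenes 23 and 26 of 286 (41 and 42; camera adjusted p 0.997 with all libraries). With all libraries, 1 vascular tissue unigene was higher and 4 lower at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. At the same threshold, 25 cuticle and epidermis unigenes were higher and 50 lower. In Syl10 the mean level of lignin, vascular and cell division unigenes lay near that of the infected plants.

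Among signalling and stress lists with all 7 libraries, the median log2 fold change was 0.67 over 135 ethylene-responsive factors (30 higher and 8 lower at an unadjusted p under 0.05), 0.36 over 1114 receptor-like kinases (206 and 105), 0.51 over 91 glutathione S-transferases (24 and 14; 13 and 6 adjusted over the list alone) and 2.32 over 10 PR-1 proteins (2 and 1; 2 and 1 adjusted over the list alone), each with 0 called over all unigenes tested by edgeR's quasi-likelihood test. Camera did not call, with the preset correlation, thaumatin-like proteins (adjusted p = 0.767), NBS-LRR resistance genes (0.767), phenylpropanoid and flavonoid enzymes (0.144), terpene synthases (0.997), jasmonate synthesis and signalling (0.289), salicylate signalling (0.565, but 0.00369 and higher in infected plants, with a median of 0.38 over 56 unigenes, when members matched by letters only are left out, an alternative chosen after seeing the data), heat shock proteins (0.997), organelle-encoded genes (0.997), cell wall expansion (0.767), vascular tissue (0.383), ribosomal proteins (0.993), and the lists searched for fungal (0.997) and arthropod markers (0.416). Of 6 unigenes matched as fungal markers, 4 matched by letters only, and 1 remained in the test without them. The unigenes were assembled from Syl10, scored non-infected, so fungal transcripts of the infected plants may not be among them. The fungal list therefore cannot tell whether rust transcripts were present. The photosynthesis list had a median of -0.31 over 203 unigenes, with Syl13 at a mean of -0.73 and Syl15 at 0.25, so that the infected plants did not share its direction. Of 13638 unigenes without a coding region that were tested without Syl10, 235 were called.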
